# Genome-Wide Gene Expression Analyses of the AtfA/AtfB-Mediated Menadione Stress Response in *Aspergillus nidulans*

**DOI:** 10.3390/cells12030463

**Published:** 2023-01-31

**Authors:** Beatrix Kocsis, Mi-Kyung Lee, Károly Antal, Jae-Hyuk Yu, István Pócsi, Éva Leiter, Tamás Emri

**Keywords:** bZIP proteins, *Aspergillus nidulans*, oxidative stress, transcriptomics

## Abstract

The bZIP transcription factors (TFs) govern regulation of development, secondary metabolism, and various stress responses in filamentous fungi. In this work, we carried out genome-wide expression studies employing Illumina RNAseq to understand the roles of the two bZIP transcription factors AtfA and AtfB in *Aspergillus nidulans*. Comparative analyses of transcriptomes of control, Δ*atfA*, Δ*atfB*, and Δ*atfA*Δ*atfB* mutant strains were performed. Dependence of a gene on AtfA (AtfB) was decided by its differential downregulation both between the reference and Δ*atfA* (Δ*atfB*) strains and between the Δ*atfB* (Δ*atfA*) and the Δ*atfA*Δ*atfB* strains in vegetatively grown cells (mycelia) and asexual spores (conidia) of menadione sodium bisulfite (MSB)-treated or untreated cultures. As AtfA is the primary bZIP TF governing stress-response in *A. nidulans*, the number of differentially expressed genes for Δ*atfA* was significantly higher than for Δ*atfB* in both mycelial and conidial samples, and most of the AtfB-dependent genes showed AtfA dependence, too. Moreover, the low number of genes depending on AtfB but not on AtfA can be a consequence of Δ*atfA* leading to downregulation of *atfB* expression. Conidial samples showed much higher abundance of *atfA* and *atfB* mRNAs and more AtfA- and AtfB-affected genes than mycelial samples. In the presence of MSB, the number of AtfB- (but not of AtfA-) affected genes decreased markedly, which was accompanied with decreased mRNA levels of *atfB* in MSB-treated mycelial (reference strain) and conidial (Δ*atfA* mutant) samples. In mycelia, the overlap between the AtfA-dependent genes in MSB-treated and in untreated samples was low, demonstrating that distinct genes can be under AtfA control under different conditions. Carbohydrate metabolism genes were enriched in the set of AtfA-dependent genes. Among them, AtfA-dependence of glycolytic genes in conidial samples was the most notable. Levels of transcripts of certain secondary metabolitic gene clusters, such as the Emericellamide cluster, also showed AtfA-dependent regulation. Genes encoding catalase and histidine-containing phosphotransfer proteins showed AtfA-dependence under all experimental conditions. There were 23 AtfB-dependent genes that did not depend on AtfA under any of our experimental conditions. These included a putative α-glucosidase (*agdB*), a putative α-amylase, *calA,* which is involved in early conidial germination, and an alternative oxidase. In summary, in *A. nidulans* there is a complex interaction between the two bZIP transcription factors, where AtfA plays the primary regulatory role.

## 1. Introduction

Basic domain leucine zipper-type (bZIP) transcription factors are members of a complex regulatory network, playing a crucial role in the maintenance and differentiation of cells as well as the coordination of stress responses in eukaryotes [1].

In filamentous fungi, the bZIP transcription factor AtfA, orthologous to Atf1 of *Schizosaccharomyces pombe* and Atf2 in mammals, orchestrates several processes, including development and secondary metabolite production of vegetative hyphae as well as stress tolerance of both vegetative hyphae and conidiospores in *A. nidulans* [2], *Claviceps purpurea* [3], *Neurospora crassa* [4], *Magnaporthe oryzae* [5], *Botrytis cinerea* [6], *Fusarium graminearum* [7], *Fusarium oxysporum* [8] and *Fusarium verticillioides* [9]. Moreover, AtfA is involved in the virulence of the human pathogenic fungi, e.g., *Aspergillus fumigatus* [10,11] and plant pathogenic fungi [3,5,6,7].

In *Aspergillus nidulans,* deletion of *atfA* resulted in oxidative, osmotic and fungicide stress sensitivity of the cultures [12,13,14,15]. The viability of the conidiospores also decreased under heat stress, in the presence of H_2_O_2_, and during storage at 4 °C in the Δ*atfA* mutant [12,13,14,15]. Microarray analysis of the Δ*atfA* mutant elucidated several stress-responsive genes likely to be regulated by AtfA, including mitotic cell cycle, nitrate reduction, tricarboxylic acid cycle, endoplasmic reticulum-related as well as FeS cluster assembly genes and elements of the two-component signal transduction system (*phkB*, *phkA*, *tcsB*, *nikA*, *hk-8-1*, *hk-8-2*, *hk-8-3*, *hk-8-4*) [16,17,18]. The global transcriptional effects of the *atfA* gene deletion were stress-type-specific and manifested mainly under menadione stress [16,17,18]. In contrast to the Δ*atfA* strain, the Δ*atfB* mutant was not sensitive to the tested oxidative stress generating agents, namely menadione sodium bisulfite (MSB), *t*-butyl-hydroperoxide or diamide; however, it was sensitive to NaCl stress [19].

In *Aspergillus oryzae,* conidia of the Δ*atfA* mutant were more sensitive to oxidative stress than those of the Δ*atfB* [20,21]. Some genes involved in the oxidative stress defense, e.g., putative catalase, thioredoxin and glutathione metabolic genes, were repressed in the Δ*atfA* mutant according to the microarray analysis, which confirms the observed stress-sensitive phenotype of the Δ*atfA* mutant [21]. In *A. oryzae, atfA* is involved in conidial storage stability [21]. Therefore, conidia of the Δ*atfA* showed lower germination rate compared to the control [21]. Most likely, *atfA* controls glutamate biosynthesis, which is necessary for germination of conidiospores [21]. *atfB* expression was significant in the late phase of culture growth and coincided with the initiation of conidiation in *A. oryzae* [21]. Furthermore, AtfB-regulated genes, such as *catA* (encoding a catalase) or a putative trehalose-6-phosphate synthase gene are most likely associated with conidial development and conidial stress tolerance [21].

bZIP transcription factors can form homodimers with themselves and heterodimers with other bZIPs and interact physically with stress-signaling proteins as well [22]. For example, in *Schizosaccharomyces pombe*, Atf1 and Pcr1 bZIPs form heterodimers and activate the majority of stress genes [23,24,25]. Evaluation of microarray data confirmed, however, that some stress genes are regulated by Atf1 independently of Pcr1 under osmotic stress (elicited with 0.4 M KCl) [24]. Moreover, Atf1 physically interacts with Cid2 poly(A) polymerase to regulate further genes [26].

In this study, we performed RNAseq-based transcriptome analysis in Δ*atfA*, Δ*atfB*, Δ*atfA*Δ*atfB* and control strains from MSB-treated and untreated surface cultures in vegetative and conidial development stages in order to understand more deeply the regulatory functions of AtfA and AtfB. We focused on the possible interactions between AtfA and AtfB during the evaluation process.

## 2. Materials and Methods

### 2.1. Strains and Culture Condition

*A. nidulans* strains (control, Δ*atfA*, Δ*atfB*, Δ*atfA*Δ*atfB)* [19] were maintained on Barratt’s nitrate minimal medium (NMM) [27], and NMM agar plates were incubated at 37 °C for 6 d [14]. Conidia harvested from these 6-day-old plates were used in all further experiments.

For RNA sequencing, freshly grown conidiospores (10^5^ suspended in 5 μL aliquots of PBS–0.1% Tween 20) were spread on NMM plates with or without 0.04 MSB (menadione sodium bisufite), and surface cultures were incubated at 37 °C. Mycelia were collected before the formation of conidiophores, while conidia were washed from the surface culture with PBS–0.1% Tween 20 and separated from the vegetative tissue with centrifugation and filtering through Miracloth.

### 2.2. RNA Sequencing

Total RNA were isolated from the menadione sodium bisulfite (MSB, a superoxide generating agent)-treated and untreated cultures of the THS30.3 (control), Δ*atfA*, Δ*atfB*, Δ*atfA*Δ*atfB* strains. Samples were taken from 20–33 hour-old (mycelial samples) and from 3-day-old (conidial samples) surface cultures of the strains. Total RNA was isolated according to Chomczynski, 1993 [28]. RNA sequencing, from library preparation to generation of fastq.gz files, was carried out at the Genomic Medicine and Bioinformatic Core Facility, Department of Biochemistry and Molecular Biology, Faculty of Medicine, University of Debrecen, Debrecen, Hungary. Libraries were prepared with the TruSeq RNA Sample preparation kit (Illumina) according to the manufacturer’s protocol. Conidial and mycelial samples were sequenced (single-read 75 bp sequencing on an Illumina HiScan SQ instrument; Illumina, San Diego, CA, USA) separately, but each library pool belonging to the same cell type was sequenced in one lane of a sequencing flow cell. Depending on the sample type, 14–39 million reads per sample (mycelial samples) and 10–28 million reads per sample (conidial samples) were obtained. The FastQC package (http://www.bioinformatics.babraham.ac.uk/projects/fastqc, accessed on 25 January 2023) was used for quality control. Reads were aligned to the genome of *A. nidulans* FGSC A4 with hisat2 (version 2.1.0) [29]. The successfully aligned reads varied between 77–96% (mycelial samples) and 78–94% (conidial samples). DESeq2 (version 1.24.0) [30] was used to determine differentially expressed genes. Since conidial samples originated in two separate experiments, the batch effect was taken into consideration during the identification of differentially expressed genes in this case. RPKM values (reads per kilo base per million mapped reads) were also calculated with the edgeR package (“rpkm” function) [31] and used to visualize transcription activities of selected genes.

### 2.3. Evaluation of the Transcriptome Data

Transcriptomes were characterized with three types of features: Strain (control, Δ*atfA*, Δ*atfB*, Δ*atfA*Δ*atfB*), treatment (untreated, MSB-treated) and cell type (mycelium, conidium). Since mycelial and conidial cultures were studied separately (e.g., the age of the studied cultures and the efficiency of RNA isolation were different), mycelial and conidial transcriptomes were not compared. We compared only transcriptomes (A vs. B) differing only in either strain or treatment. log_2_FC was calculated using the DESeq2 software, using B as reference. Differentially expressed genes were considered “upregulated” if log_2_FC > 1, “downregulated” if log_2_FC < −1 and “regulated” if |log_2_FC| > 1. “MSB stress-responsive” genes refer to genes “regulated” in an A_MSB treated_ vs. B _untreated_ comparison for any strain. The “*atfA* gene-deletion-responsive” genes are genes “regulated” in either the A_Δ*atfA*_ vs. B_control_ or A_Δ*atfA*Δ*atfB*_ vs. B_Δ*atfB*_ comparisons. The “*atfB* gene-deletion-responsive” genes were defined similarly. The *atfA atfB* gene-deletion-responsive genes were defined as genes “regulated” in the A_Δ*atfA*Δ*atfB*_ vs. B_control_ comparison.

We applied the following assumptions and simplifications during the evaluation of the data:

- Both AtfA and AtfB are positively acting transcription factors. Their target genes (AtfA-dependent genes and AtfB-dependent genes) should be downregulated in the double mutant (where both *atfA* and *atfB* were deleted).
- There are genes that are AtfA-dependent but not AtfB-dependent (AA genes) and genes that are AtfB-dependent but not AtfA-dependent (BB genes).
- There are genes regulated by both AtfA and AtfB. Some of these genes need both *atfA* and *atfB* to reach their normal physiological activity detected in the control (deletion of either gene reduces their activities at least to the level of the double mutant; AB genes). Some of the genes, regulated by both AtfA and AtfB, need either *atfA* or *atfB* for their normal activity (deletion of either gene does not reduce their transcriptional activity; A/B genes). Some of them need both *atfA* and *atfB* for normal activity and deletion of at least one of the two genes reduces the activity to a level between the control and the double mutant (A-B genes). For clarity, see Figure S1.

The following gene sets were constructed for mycelial and conidial transcriptomes:

Set0: MSB stress-responsive downregulated genes of the control strain

Set0^+^: MSB stress-responsive upregulated genes of the control strain

The following gene sets, containing downregulated genes, were also constructed for untreated and MSB-treated, mycelial and conidial transcriptomes.

From the Δ*atfA* vs. control, Δ*atfB* vs. control and Δ*atfA*Δ*atfB* vs. control comparions (Figure S1A):

Set1: Δ*atfA* vs. control (*atfA* gene-deletion-responsive downregulated genes)

Set2: Δ*atfB* vs. control (*atfB* gene-deletion-responsive downregulated genes)

Set3: Δ*atfA*Δ*atfB* vs control (*atfA atfB* double gene-deletion-responsive downregulated genes; this set contains the putative AtfA-dependent and AtfB-dependent genes)

Set4 = Set1\(Set2∪Set3)

Set5 = Set2\(Set1∪Set3)

Set6 = Set3\(Set1∪Set2) (putative A/B genes)

Set7 = (Set1∩Set2)\Set3

Set8 = (Set1∩Set3)\Set2 (putative AA and A-B genes)

Set9 = (Set2∩Set3)\Set1 (putative BB and A-B genes)

Set10 = Set1∩Set2∩Set3 (putative AB and A-B genes)

From the Δ*atfA*Δ*atfB* vs. Δ*atfB*, Δ*atfA*Δ*atfB* vs. Δ*atfA* and Δ*atfA*Δ*atfB* vs. control comparisons (Figure S1B):

Set11: Δ*atfA* Δ*atfB* vs. Δ*atfB* (*atfA* gene-deletion-responsive downregulated genes)

Set12: Δ*atfA*Δ*atfB* vs. Δ*atfA* (*atfB* gene-deletion-responsive downregulated genes)

Set13 = Set3

Set14 = Set11\(Set12∪Set13)

Set15 = Set12\(Set11∪Set13)

Set16 = Set13\(Set11∪Set12) (putative AB genes)

Set17 = (Set11∩Set12)\Set13

Set18 = (Set11∩Set13)\Set12 (putative AA and A-B genes)

Set19 = (Set12∩Set13)\Set11 (putative BB and A-B genes)

Set20 = Set11∩Set12∩Set13 (putative A/B and A-B genes)

The AA, AB, A/B and A-B genes were regarded as the intersection of the appropriate gene sets defined above:

Set21 = Set8∩Set18 (AA genes)

Set22 = Set9∩Set19 (BB genes)

Set23 = Set10∩Set16 (AB genes)

Set24 = Set20∩Set6 (A/B genes)

Set25 = (Set10∩Set20)∪(Set8∩Set20)∪(Set9∩Set20)∪(Set18∩Set10)∪(Set19∩Set10) (A-B genes; the union of the A-B1-5 gene sets, respectively)

AtfA-dependent and AtfB-dependent genes were regarded as the union of the appropriate gene sets defined above:

Set26 = Set21∪Set23∪Set24∪Set25 (AtfA-dependent genes)

Set27 = Set22∪Set23∪Set24∪Set25 (AtfB-dependent genes)

The gene sets containing the corresponding upregulated genes were marked from Set1^+^ to Set27^+^.

Note, AtfA-dependent genes (similarly to the AtfB-dependent genes) were determined from two comparisons of the four strains (Δ*atfA* vs. control and Δ*atfA-*Δ*atfB* vs. Δ*atfB* as well as Δ*atfB* vs. control and Δ*atfA-*Δ*atfB* vs. Δ*atfA*) to reduce the number of misidentified genes. These comparisons were carried out under two culturing conditions (untreated and MSB-treated cultures) in two types of cells (mycelium and conidium). This way we obtained four AtfA-dependent and four AtfB-dependent gene sets. Since AtfA- or AtfB-dependence can depend on the culturing conditions and the cell types, these gene sets were studied separately.

AtfA- and AtfB-dependent gene sets were characterized by gene set enrichment analyses. For it, “Functional Catalogue” (FunCat), “Gene Ontology” (GO) and “Kyoto Encyclopedia of Genes and Genomes pathway” (KEGG pathway) terms were used with the FungiFun2 package (https://elbe.hki-jena.de/fungifun/fungifun.php, accessed on 25 January 2023) applying default settings. Only hits with a corrected *p*-value < 0.05 were regarded as significantly enriched in the studied gene set.

The enrichment of the following gene groups in the AtfA- and AtfB-dependent gene sets were also tested by the Fisher’s exact test with the “fisher.test” function of R project (www.R-project.org/, accessed on 25 January 2023):

“Lactose utilization” genes. This gene group contains the Leloir and oxido-reductive pathways of galactose utilization [32] as well as known and putative β-galactosidase and lactose permease genes according to Fekete et al. 2012, 2016 [33,34] and Gila et al. 2022 [35].

“Antioxidant enzyme” genes. Genes of known, or putative superoxide dismutases, catalases, peroxidases, and the glutathione/glutaredoxin/thioredoxin redox system according to Gila et al. 2021 [36].

“Glycolysis” genes, “Oxidative pentose-phosphate shunt” genes, “Ribose metabolism” genes and “TCA cycle” genes. Genes described by Flipphi et al. 2009 [37].

“Carbohydrate-active enzyme” (CAZyme) genes. Genes collected from the Carbohydrate-active Enzymes Database (http://www.cazy.org, accessed on 25 January 2023).

Phosphorelay response regulator activity, iron-sulfur cluster assembly, “Respiration”, and “Transcription factor” genes. These groups were constructed based on the related GO terms and their child terms [35,36].

“Secondary metabolism cluster” genes. Manually or experimentally determined secondary metabolite cluster genes collected by Inglis et al. 2013 [38] and gene set enrichment analysis was carried out with the clusters separately.

## 3. Results

### 3.1. Deletion of atfA Downregulates atfB

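RNA-seq libraries of mycelia and conidia were compared in 3 replicates of each strain, untreated or treated with MSB, 48 libraries in all. The deleted genes were read first. Untreated mycelia held 11.3 ± 0.477 RPKM of *atfA* (AN2911) in the Δ*atfA* strain and 5.45 ± 0.419 in the Δ*atfA*Δ*atfB* strain, against 43.2 ± 5.72 in the control (SD, n = 3 each). Untreated conidia held 40.5 ± 23.7 and 15.9 ± 5.35 RPKM in these mutants, against 511 ± 70.2 in the control. For *atfB* (AN8643), Δ*atfB* mycelia held 0.771 ± 0.0981 RPKM against 3.28 ± 0.481 in the control untreated. On MSB they held 0.822 ± 0.372 and Δ*atfA*Δ*atfB* mycelia 1.22 ± 0.0849, which is 56.4% and 83.8% of the control's 1.46 ± 0.0823, so these reads are a weak check of the deletion in mycelia. Untreated Δ*atfA*Δ*atfB* conidia held 2.25 ± 0.379 RPKM. The conidial libraries labelled Δ*atfB* kept 257 ± 50.9 RPKM of *atfB* untreated and 192 ± 63.3 on MSB, which is 83.5% and 72.2% of the control's 307 ± 54.8 and 266 ± 29.4 (two-sided exact permutation p = 0.3 for both, when 0.1 is the smallest possible). AN6798 was nearly silent in Δ*atfB* mycelia (0.132 ± 0.0723 RPKM against 48.4 ± 3.51) and was also low in those conidial libraries (3.07 ± 1.09 against 34.9 ± 4.06 untreated). It was not low in the untreated Δ*atfA*Δ*atfB* strain, with 46.7 ± 0.674 RPKM in mycelia and 61.2 ± 1.51 in conidia, so its loss marks the Δ*atfB* strain and not the loss of *atfB*. The conidial libraries are therefore written here as the libraries labelled Δ*atfB*, and every direction drawn from them rests on that label. In mycelia the differences of the Δ*atfB* strain rest in part on its label too, given the weak check and the loss of AN6798.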

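The deposited table gave, for 10988 genes, the authors' counts and their RPKM. Mycelial libraries held 12974631 to 36314359 counts and conidial libraries 8426329 to 24958904. Each cell type was fitted by itself with edgeR's quasi-likelihood F test on the counts, after relative log expression scaling, for the 9199 mycelial and 10143 conidial genes that reached 0.5 RPKM in at least 3 libraries. Genes with a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change beyond 1 in either direction were taken as upregulated or downregulated. In conidia, replicates 1 and 2 of every group came from the first batch and replicate 3 from the second, so the conidial model had a batch term. For many conidial counts the value from the first batch alone is printed beside that from both. The second batch holds 1 library per group, too few for values of its own. The AtfA- and AtfB-dependence of a gene and its kind, namely AA, BB, AB, A/B or A-B, followed the definitions of the paper's gene sets. As an example of how values are given, *conJ* (AN5015), which is expressed in conidia, had 10871 ± 373 RPKM in untreated control conidia and 53.6 ± 3.7 in Δ*atfA* conidia.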

Mycelial and conidial transcriptomes from four strains (control, Δ*atfA*, Δ*atfB*, Δ*atfA* Δ*atfB*) at two different culturing conditions (untreated, MSB-treated) were determined. 

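Along the first principal component of log2 RPKM (47% of the variance) the MSB-treated mycelia of each strain lay above its untreated ones. Across strains the treatments overlapped, with MSB-treated Δ*atfB* mycelia down to −5.788. Control mycelia lay between −53.97 and −47.63 untreated and between 16.16 and 24.49 on MSB, and the Δ*atfA* mycelia moved the same way, from no higher than −3.204 to at least 65.44. The second component (17.2%) set the untreated Δ*atfA* mycelia apart, at −53.26 to −51, from the untreated control at 13.97 to 19.54. In conidia the first component held 64.9% of the variance and put all Δ*atfA* and Δ*atfA*Δ*atfB* libraries at −75.22 or below, with the control libraries at 85.85 or above and the libraries labelled Δ*atfB* at 58.58 or above. These RPKM were not rescaled by the scaling factors, which averaged 0.704 in untreated control and 1.23 in untreated Δ*atfA* conidia. Part of the conidial distance may come from that difference. Single genes followed these axes. AN5355 rose in control mycelia from 0.0883 ± 0.0228 RPKM to 87.5 ± 27.1 on MSB (SD, n = 3), a log2 fold change of 9.93 (standard error 0.552, edgeR adjusted p = 4.65e-11). AN8959, whose orthologs act in the disassembly of lipid droplets, fell in untreated mycelia from 40.1 ± 7.02 RPKM in the control to 0.0324 ± 0.0562 in the Δ*atfA* strain, a log2 fold change of −10.13 (standard error 1.01, edgeR adjusted p = 2.23e-07). The conidial Δ*atfA* replicate 3 on MSB stood at 33.09 on the second component (11%) and its batch 1 replicates at −52.7 and −50.58.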

Changes in either feature (strain, treatment) had substantial effects on the transcriptomes (Figure S2). Genes responsive for gene deletions (in untreated and MSB-treated cultures), for MSB treatment (in the control strain) or that showed AtfA- and/or AtfB-dependence were identified in both mycelial and conidial samples (Table 1, Table 2 and Table S1).

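AtfA is a bZIP transcription factor of the ATF/CREB family that acts in stress responses of many fungi. In control mycelia on MSB, *atfA* (AN2911) reached 65.6 ± 8.88 RPKM (SD, n = 3), a log2 fold change of 0.66 (standard error 0.203, edgeR adjusted p = 0.0113), which passed the test but not the fold threshold. In control conidia it stood at 348 ± 77.1 RPKM on MSB, a log2 fold change of −0.69 (standard error 0.268, edgeR adjusted p = 0.0547). The Δ*atfB* mycelia held 53.7 ± 5.67 RPKM untreated and 73.6 ± 32.7 on MSB. Against the control these were log2 fold changes of 0.29 and 0.13 (edgeR adjusted p = 0.314 and 0.7). In the conidial libraries labelled Δ*atfB* the *atfA* values were 561 ± 151 and 324 ± 89.9 RPKM, with log2 fold changes of −0.21 and −0.40 (edgeR adjusted p = 0.659 and 0.471).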

MSB treatment and deletion of the *atfB* gene did not upregulate or downregulate the *atfA* gene in *atfA^+^* strains (Figure 1). In contrast, the presence of MSB (in the case of mycelial samples) and the deletion of *atfA* (in both mycelial and conidial samples) downregulated the *atfB* gene (Figure 1). This means that AtfA can affect the transcription of AtfB-dependent genes via *atfB* transcription; therefore, some of the genes putatively regulated by both AtfA and AtfB may be genes that were regulated directly only by AtfB. These genes can potentially occur in any gene sets but especially in those where the effect of *atfB* deletion was stronger than or equal with that of the *atfA* gene deletion: AB (Set23), A-B1 and A-B5 (Set25) gene sets (Table 1 and Table 2). 

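In control mycelia *atfB* had 1.46 ± 0.0823 RPKM on MSB, a log2 fold change of −1.11 (standard error 0.236, edgeR adjusted p = 0.000619) against the untreated cultures (n = 3 each). In untreated Δ*atfA* mycelia it had 1.57 ± 0.0601 RPKM, a log2 fold change of −1.03 (standard error 0.23, edgeR adjusted p = 0.00128). On MSB the Δ*atfA* mycelia held 0.781 ± 0.213 RPKM, and the log2 fold change of −0.91 (standard error 0.27, edgeR adjusted p = 0.0118) stayed short of the fold threshold. Mycelia of the Δ*atfB* and Δ*atfA*Δ*atfB* strains held 0.822 ± 0.372 and 1.22 ± 0.0849 RPKM of it on MSB, so a larger loss could hardly be read there. In conidia, where its level is high, the loss read was larger. There *atfB* fell to 48.2 ± 7.55 RPKM in untreated Δ*atfA* cultures, a log2 fold change of −3.43 (standard error 0.309, edgeR adjusted p = 1.64e-08), and to 31.3 ± 24.2 on MSB, a log2 fold change of −3.89 (standard error 0.318, edgeR adjusted p = 5.31e-09). In mycelia *atfB* lies close to the fold threshold: in the untreated Δ*atfA* comparison it was −0.97 from limma on log2 RPKM with a pseudocount of 0.1, which ends the call, and the MSB effect was −0.76 with a pseudocount of 1.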

Importantly, no genes belonging to the A-B5 (Set25) gene set were identified (Table 1 and Table 2).

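The A-B1 and A-B5 sets were small. AN4299, a putative clock-controlled gene and the only A-B1 gene of untreated mycelia, had 469 ± 46.3 RPKM in the control, 57.8 ± 8.07 in the Δ*atfA* strain and 227 ± 76.3 in the Δ*atfB* strain (SD, n = 3). The corresponding log2 fold changes were −2.99 and −1.07 (edgeR adjusted p = 2.92e-06 and 0.0321), and the latter fell below the fold threshold, at −0.86, without Δ*atfB* replicate 2. In conidia AN0759, 1 of 9 A-B1 genes of untreated cultures, had 196 ± 23.2 RPKM in the control, 11.8 ± 4.36 in the Δ*atfA* strain and 80.9 ± 34.9 in the libraries labelled Δ*atfB*, with log2 fold changes of −4.79 and −1.72 (edgeR adjusted p = 2.27e-08 and 0.00618). The A-B5 pattern was met by 1 gene, *atfB* itself, in untreated mycelia, where its Δ*atfB* value of −2.10 on the log2 scale (standard error 0.241, edgeR adjusted p = 1.17e-05) is that of the deleted gene. No gene met it in MSB-treated mycelia or in conidia.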

### 3.2. Most of the AtfB-Dependent Genes Show AtfA-Dependence in Mycelia of Untreated Cultures

Many more *atfA* gene-deletion-responsive genes were found in untreated mycelial samples than *atfB* gene-deletion-responsive genes (Table 1). The difference between the Δ*atfA* and the Δ*atfB* strains was more obvious in the case of the downregulated genes than with the upregulated ones (Table 1). 

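The genes lost with *atfA* in untreated mycelia included AN9180, a putative transketolase gene, which fell from 50.8 ± 6.36 RPKM in the control to 0.107 ± 0.0969 in the Δ*atfA* strain (SD, n = 3), a log2 fold change of −9.04 (standard error 0.524, edgeR adjusted p = 5.65e-11). AN6693 rose from 24.1 ± 1.94 to 1666 ± 455 RPKM, a log2 fold change of 6.14 (standard error 0.417, edgeR adjusted p = 5.59e-10), and *pkfE* (AN3228), a predicted prenyltransferase gene, rose with a log2 fold change of 5.87 (edgeR adjusted p = 3.7e-08). In the Δ*atfB* strain AN1677 rose from 27.5 ± 3.44 to 406 ± 11.4 RPKM, a log2 fold change of 3.86 (standard error 0.591, edgeR adjusted p = 0.000158). AN2404 fell to 10.3 ± 4.21 RPKM in the Δ*atfB* strain and to 0.156 ± 0.0907 in the Δ*atfA* strain, from 58.1 ± 11.7 in the control (log2 fold changes −2.52 and −8.59, edgeR adjusted p = 0.00116 and 3.26e-08). Over all genes, 328 were upregulated and 816 downregulated in the Δ*atfA* strain, 225 and 163 in the Δ*atfB* strain, and 200 and 444 in the Δ*atfA*Δ*atfB* strain. The genes of the aspercryptin cluster went opposite ways in the single mutants, with 10 of 13 down and none up in the Δ*atfA* strain and 7 up and none down in the Δ*atfB* strain (the same numbers when adjusted over the list alone).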

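Of the genes lowered both by loss of *atfA* and in the Δ*atfA*Δ*atfB* strain, AN5017, which has a predicted oxidoreductase domain, had 11.1 ± 1.42 RPKM in untreated control mycelia and 0.0294 ± 0.0509 in the Δ*atfA* strain (SD, n = 3), a log2 fold change of −8.64 (standard error 0.918, edgeR adjusted p = 2.45e-07). In untreated mycelia 328 genes were AtfA-dependent and 97 AtfB-dependent, and 95 of the latter (97.9%) were AtfA-dependent too. The remaining pair, AN2538 and AN7798, depended on AtfB alone (chosen for naming after their values were seen). By another rule that uses no comparison with the Δ*atfB* strain, 338 genes passed. It asks only for downregulation against the control in both Δ*atfA* and Δ*atfA*Δ*atfB* mycelia. A/B genes are by definition not downregulated in the Δ*atfA* strain and fail it, so the 338 genes do not contain all 328. The 95 genes were 17 AB, 41 A/B and 37 A-B genes. AN8641, an A-B4 gene, held 43.3 ± 9.15 RPKM in the control, 10.6 ± 3.76 in the Δ*atfB* strain (a log2 fold change of −2.06 (standard error 0.591, edgeR adjusted p = 0.0149)), 0.113 ± 0.121 in the Δ*atfA* strain and 0.208 ± 0.0467 in the Δ*atfA*Δ*atfB* strain. Its Δ*atfB* call is lost without Δ*atfB* replicate 2 or 3.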

Altogether, 329 AtfA- and 96 AtfB-dependent genes were identified in these cultures, and most of the AtfB-dependent genes showed AtfA-dependence as well (Table 1). The high number of AtfA-dependent genes relative to the number of AtfB-dependent genes concurs well with *atfA* gene deletion having stronger transcriptomical (Figure S2, Table 1) and physiological [19] consequences than *atfB* gene deletion.

According to the type of possible interactions between the regulatory effects of AtfA and AtfB, genes that showed both AtfA- and AtfB-dependence were grouped into three sets: AB, A/B, and A-B (Figure 2, Table 1). The most interesting group was the AB set. 

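AN5994, whose orthologs have a role in nicotinamide nucleotide metabolism, and *gpdC* (AN2583), a glyceraldehyde-3-phosphate dehydrogenase gene, are AB genes of untreated mycelia and conidia. AN5994 had 62.5 ± 12.7 RPKM in control mycelia (SD, n = 3), 24.6 ± 3.34 in the Δ*atfA* strain, 26.4 ± 5.63 in the Δ*atfB* strain and 26.4 ± 2.57 in the Δ*atfA*Δ*atfB* strain. Its log2 fold changes were −1.31 in the Δ*atfA* strain (standard error 0.19) and −1.27 in the Δ*atfB* strain (standard error 0.189), at edgeR adjusted p = 1.43e-05 and 0.00012. In conidia *gpdC* had 17.5 ± 7.41 RPKM in the control, 3.34 ± 0.405 in the Δ*atfA* strain and 5.85 ± 1.49 in the Δ*atfA*Δ*atfB* strain, a log2 fold change of −3.17 (standard error 0.328, edgeR adjusted p = 1.04e-07) for the loss of *atfA*. The libraries labelled Δ*atfB* held 5.88 ± 1.01 RPKM of it, a log2 fold change of −1.89 (standard error 0.312, edgeR adjusted p = 0.000669). Untreated mycelia had 17 AB genes.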

The transcriptional pattern of the related genes (Figure 2, Table S2) suggests that both AtfA and AtfB were needed for their normal (“wild type”) activity. Besides the genes regulated by AtfA via regulation of the *atfB* gene, it is possible that some of these genes were regulated by an AtfA-AtfB heterodimer. 

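AN5984, which has a predicted oxidoreductase domain, shows the A/B pattern in untreated mycelia. It had 26.1 ± 3.12 RPKM in the control (SD, n = 3), 26 ± 0.944 in the Δ*atfA* strain and 28.7 ± 1.44 in the Δ*atfB* strain, and only the Δ*atfA*Δ*atfB* strain, at 12.3 ± 1.16, lay below the control by more than the spread between replicates. In untreated conidia *hriA* (AN7321) had 24.5 ± 2.38 RPKM in the control, 29.4 ± 2.57 in the Δ*atfA* strain, 29.2 ± 7.8 in the libraries labelled Δ*atfB* and 14.1 ± 0.56 in the Δ*atfA*Δ*atfB* strain. Of the genes of untreated mycelia that depended on both factors, 41 were A/B and 37 A-B genes. AN9320, at 1.31 ± 0.0479 RPKM in MSB-treated control mycelia and 0.202 ± 0.0496 in the Δ*atfA*Δ*atfB* strain, was 1 of 4 A/B genes on MSB.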

The majority of the genes under both AtfA and AtfB regulations belonged to the A/B or A-B gene sets (Table 1 and Table S2), suggesting that the missing transcription factor was completely (A/B) or at least partially (A-B) substituted with the other transcription factor. 

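AN6856 had 40.6 ± 8.81 RPKM in untreated control mycelia (SD, n = 3), 9.83 ± 1.71 in the Δ*atfB* strain, 0.35 ± 0.153 in the Δ*atfA* strain and 0.301 ± 0.113 in the Δ*atfA*Δ*atfB* strain. The log2 fold change was −6.76 (standard error 0.882) in the Δ*atfA* strain and −2.08 (standard error 0.581) in the Δ*atfB* strain, at edgeR adjusted p = 3.68e-06 and 0.0129. AN1814, an A-B2 gene, had 10.1 ± 2.49 RPKM in the control, 9.17 ± 0.767 in the Δ*atfB* strain, 2.84 ± 0.169 in the Δ*atfA* strain (a log2 fold change of −1.79 (standard error 0.248, edgeR adjusted p = 7.73e-06)) and 1.34 ± 0.456 in the Δ*atfA*Δ*atfB* strain. The A-B genes of untreated mycelia were 31 A-B4, 4 A-B2 and 1 A-B1 gene, next to *atfB*. The deleted gene *atfA* itself was among the A-B2 genes. In untreated conidia AN10368 followed the A-B2 pattern, with 73.6 ± 8.8 RPKM in the control, 75.9 ± 14.9 in the libraries labelled Δ*atfB*, 25.3 ± 28.3 in the Δ*atfA* strain and 8.28 ± 3.26 in the Δ*atfA*Δ*atfB* strain.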

In the case of the most A-B genes, *atfA* gene deletion had a stronger consequence than that of *atfB* (A-B2 and A-B4 genes) (Figure 2, Table S2).

### 3.3. AtfB Regulates Only Few Genes in Mycelia of MSB-Treated Cultures

The transcription of fewer genes was affected by *atfA* and/or *atfB* gene deletions on MSB than in untreated cultures (Table 1). 

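On MSB, AN10371 rose from 5.27 ± 1.16 RPKM in control mycelia to 266 ± 37.1 in the Δ*atfA* strain (SD, n = 3), a log2 fold change of 5.65 (standard error 0.317, edgeR adjusted p = 1.62e-10). AN5056, a light-induced gene, fell from 200 ± 116 to 0.68 ± 0.487 RPKM, a log2 fold change of −8.33 (standard error 0.778, edgeR adjusted p = 1.08e-07). In the Δ*atfB* strain AN12252 rose from 6.53 ± 0.956 to 39.9 ± 9.34 RPKM, a log2 fold change of 2.57 (standard error 0.188, edgeR adjusted p = 4.93e-08). The Hsp70-type chaperone gene *hsp70* (AN5129) rose from 124 ± 56.8 to 547 ± 17.3 RPKM, a log2 fold change of 2.11 (standard error 0.372, edgeR adjusted p = 0.0007). In MSB-treated mycelia 255 genes were upregulated and 556 downregulated in the Δ*atfA* strain, 197 and 84 in the Δ*atfB* strain, and 143 and 291 in the Δ*atfA*Δ*atfB* strain. AtfA-dependence was found for 239 genes. AtfB-dependence was found for 8 (6 to 13 with 1 library left out), and 7 of the 8 (87.5%) depended on AtfA too. These were 4 A/B, 2 A-B2 and 1 AB gene, and the eighth was the BB gene AN0402, named after its values were seen. The deleted gene *atfA* itself was among the A-B2 genes. Its remaining reads were lower in the Δ*atfA*Δ*atfB* than in the Δ*atfA* strain, at −1.80 on the log2 scale (edgeR adjusted p = 3.14e-05). The interaction of the Δ*atfA* deletion with the treatment passed the test for 583 genes upward and 391 downward. For the Δ*atfB* deletion 273 and 159 genes passed. An example is *ivoB* (AN0231), a pigment gene of conidiophores, whose interaction with the Δ*atfA* deletion was −6.37 on the log2 scale (standard error 0.725, edgeR adjusted p = 2.71e-06).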

Only a few AtfB-dependent genes (10 genes) were found in this case, and most of these genes were AtfA-dependent too (Table 1). This concurs well with the observation that *atfB* was downregulated by MSB stress in the control strain (Figure 1). Not surprisingly, the Δ*atfB* mutant was as sensitive to MSB stress as the control strain [19].

The overlaps between the MSB-treated and untreated cultures in the cases of the gene-deletion-responsive gene sets and the AtfA-dependent gene sets were relatively small (Table 1), supporting the view that AtfA regulates (directly or indirectly) different genes in mycelia under different culturing conditions [16,17,18]. 

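The light-response gene *ccgA* (AN9285) was among the genes lost in Δ*atfA* mycelia of both cultures, with 1798 ± 374 and 259 ± 165 RPKM in the untreated and MSB-treated control and 2.44 ± 0.443 and 2.9 ± 0.905 in the mutant (SD, n = 3). Its log2 fold changes were −9.51 and −6.43 (edgeR adjusted p = 1.73e-10 and 4.74e-08). *catB* (AN9339), a catalase gene, was downregulated in untreated Δ*atfA* mycelia only, from 206 ± 23.6 to 42.1 ± 19.3 RPKM, a log2 fold change of −2.25 (standard error 0.261, edgeR adjusted p = 8.14e-07). The Δ*atfA* strain shared 84 upregulated genes (25.6% of the untreated and 32.9% of the MSB set) and 328 downregulated genes (40.2% and 59%) between the cultures. Independent lists of those sizes would share 9.09 and 49.3. For the Δ*atfB* strain the shared genes were 75 upregulated (33.3% and 38.1%, 4.82 for independent lists) and 12 downregulated (7.36% and 14.3%, 1.49 for independent lists). The AtfA-dependent sets shared 108 genes, 32.9% of the untreated and 45.2% of the MSB set, where independent lists would share 8.52. A gene outside such an overlap is not shown to respond differently in the other culture. The paper proposes from the small overlaps that AtfA regulates different genes under different culturing conditions.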

Surprisingly, the AtfA-dependent gene set of MSB-treated cultures, similarly to the AtfA and AtfB-dependent gene sets of untreated cultures, was enriched in MSB stress-responsive downregulated genes (Table 1), i.e., many genes that were downregulated by the presence of MSB showed further downregulation in the absence of AtfA. This behavior suggests that one of the main functions of AtfA in cultures that have adapted to the presence of MSB is not to keep high the transcriptional activity of genes upregulated by the stress treatment but to prevent the excessive downregulation of genes downregulated under this stress. 

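AN9180 fell with MSB in control mycelia to 3.29 ± 1.34 RPKM, a log2 fold change of −3.90 (standard error 0.348, edgeR adjusted p = 2.37e-08), and fell further in the Δ*atfA* strain on MSB, to 0.108 ± 0.0186, a log2 fold change of −4.91 (standard error 0.606, edgeR adjusted p = 3.57e-06) (n = 3 each). The conidiation regulator gene *brlA* (AN0973) went the same way. It had 15.1 ± 3.61 RPKM in untreated control mycelia, 2.47 ± 1 on MSB, a log2 fold change of −2.56 (standard error 0.375, edgeR adjusted p = 1.26e-05), and 0.299 ± 0.034 in the Δ*atfA* strain on MSB, a log2 fold change of −3.02 (standard error 0.557, edgeR adjusted p = 0.000306). For *ivoB* there were 130 ± 53.7, 17.4 ± 3.47 and 0.543 ± 0.237 RPKM in the same 3 groups. Both *brlA* and *ivoB* are genes of conidiophores, so RNA of conidiophores in the control cultures is a candidate for part of this pattern. Of the 239 AtfA-dependent genes on MSB, 132 (55.2%) were downregulated by MSB in the control and 21 (8.79%) upregulated, where independent lists would share 18.9 and 14.5 (one-sided Fisher's exact p = 3.29e-84 and 0.0553). Of the 328 AtfA-dependent and 97 AtfB-dependent genes of untreated mycelia, 211 (64.3%) and 68 (70.1%) were downregulated by MSB, with 26 and 7.69 for independent lists. The 3 untreated controls enter these comparisons with the same sign and cannot be split, so part of that overlap may come from them. Across all genes the log2 fold changes of the Δ*atfA* strain on MSB and of MSB treatment correlated at r = 0.284 with a covariance of 0.238. With all libraries simulated without any effect, the controls included, the values were −0.537 and −0.058. They are of the opposite sign, since the shared MSB-treated controls enter these comparisons with opposite signs. Both were down for 310 genes, and 44.1 for independent lists. The paper proposes that preventing an excessive downregulation of such genes is one of the main functions of AtfA in cultures adapted to MSB.

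**Figure D1:**
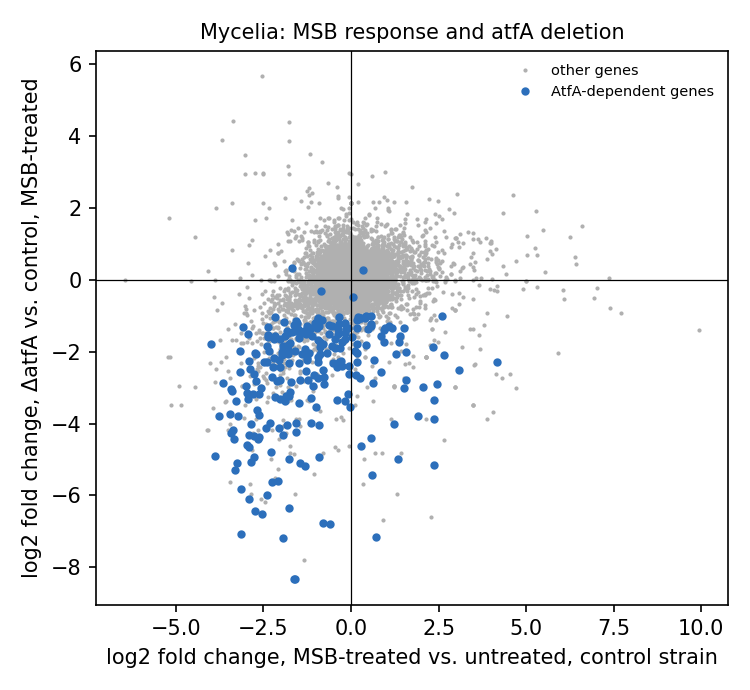
Log2 fold changes in mycelia of the 9199 tested genes. The horizontal axis shows MSB-treated against untreated cultures of the control strain and the vertical axis the Δ*atfA* strain against the control on MSB. Each point is a gene, with the 239 AtfA-dependent genes of MSB-treated mycelia in blue and the other 8960 in grey.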

Of course, this does not exclude that several genes are upregulated by AtfA during the early stress response of MSB stress.

### 3.4. AtfB, Similarly to AtfA, Increases Importance in Conidia

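In conidia of the untreated control strain *atfA* (AN2911) was 11.8 times and *atfB* (AN8643) 93.8 times as high, in mean RPKM, as in its mycelia. On MSB the ratios were 5.3 and 183. All 3 conidial libraries lay above all 3 mycelial libraries for each gene and culture (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow). RPKM is a share of a library's reads, and mycelia and conidia were not fitted together.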

The transcriptional activity of both *atfA* and *atfB* was much higher in conidia than in mycelial samples (Figure 1). 

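In untreated conidia *cetJ* (AN8638), whose transcript is enriched in dormant conidia, fell from 5775 ± 425 RPKM in the control to 2.03 ± 0.945 in the Δ*atfA* strain (SD, n = 3), a log2 fold change of −12.23 (standard error 0.797, edgeR adjusted p = 1.42e-10). The velvet regulator gene *veA* (AN1052) rose from 61.4 ± 5.3 to 422 ± 30.9 RPKM, a log2 fold change of 1.98 (standard error 0.145, edgeR adjusted p = 8.41e-10). In the libraries labelled Δ*atfB* AN5325, of unknown function, fell from 268 ± 34.3 to 5.71 ± 1.53 RPKM, a log2 fold change of −5.92 (standard error 0.266, edgeR adjusted p = 4.67e-11), and AN7053 rose from 11.4 ± 5.11 to 132 ± 29.2, a log2 fold change of 3.27 (standard error 0.291, edgeR adjusted p = 9.29e-07). Fold changes and ratios of RPKM differ in conidia because the scaling factors averaged 0.704 in the untreated control and 1.23 in the Δ*atfA* strain. In untreated conidia 1872 genes were upregulated and 2066 downregulated in the Δ*atfA* strain (1768 and 2106 in the first batch), and 1606 and 1991 in the Δ*atfA*Δ*atfB* strain (1704 and 2002). In the libraries labelled Δ*atfB* there were 108 and 346 (293 and 559 in the first batch), numbers that turn on single libraries. Upregulated genes were 54 without untreated control replicate 1, 176 without its replicate 3 and 69 without Δ*atfB* replicate 2, and downregulated genes 229 without control replicate 1. The split between directions depends on the scaling: without rescaling beyond library size the Δ*atfA* strain had 4343 up and 1126 down, the Δ*atfA*Δ*atfB* strain 4482 and 1072, and the libraries labelled Δ*atfB* 615 and 186. AtfA-dependence was found for 1476 genes (1487 in the first batch, 876 without rescaling) and AtfB-dependence for 420 (480 and 218). By another rule that uses no comparison with the libraries labelled Δ*atfB*, 1583 genes passed. It asks only for downregulation against the control in both Δ*atfA* and Δ*atfA*Δ*atfB* conidia. A/B and A-B3 genes are by definition not downregulated in the Δ*atfA* strain and fail it, so the 1583 genes do not contain all 1476. The paper concludes that AtfA and AtfB are more important regulators in (germinating) conidia than in vegetative mycelia.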

Not surprisingly, huge numbers of *atfA* and/or *atfB* gene-deletion-responsive and AtfA- and/or AtfB-dependent (Table 2) genes were recorded in conidial samples, demonstrating that AtfA and AtfB are more important regulators of the physiology of (germinating) conidia than of the vegetative mycelia. MSB treatment did not reduce the abundance of *atfB* transcript in conidia (Figure 1); however, the number of AtfB-dependent genes decreased more radically in the presence of MSB than did AtfA-dependent genes (Table 2).

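The log2 fold change of *atfB* on MSB in control conidia was −0.29 (standard error 0.281, edgeR adjusted p = 0.448). AN9005, a secondary metabolite gene, stayed AtfB-dependent on MSB. Its values were 23.7 ± 2.43 and 11.8 ± 0.662 RPKM in untreated and MSB-treated control conidia (SD, n = 3) and 1.86 ± 0.152 and 1.37 ± 0.397 in the libraries labelled Δ*atfB*, with log2 fold changes of −4.02 and −3.33 (edgeR adjusted p = 0.00035 and 0.00277). On MSB 136 genes were AtfB-dependent (247 in the first batch, 69 without rescaling) and 1130 AtfA-dependent (1126 and 733). Deletion-responsive genes on MSB numbered 56 up and 144 down in the libraries labelled Δ*atfB* (190 and 337 in the first batch, 181 and 68 without rescaling). The Δ*atfA* strain had 1365 up and 1460 down (1328 and 1571, 3590 and 874) and the Δ*atfA*Δ*atfB* strain 1516 and 1529 (1679 and 1608, 3807 and 875). Whether MSB changed the effect of a deletion was tested as an interaction. For Δ*atfA* 451 genes passed upward and 381 downward (943 and 880 in the first batch, 326 and 525 without rescaling). For the libraries labelled Δ*atfB* none passed with edgeR, although 1053 genes had an unadjusted p below 0.05. The first batch alone gave 89 and 116, and DESeq2, added after the data were seen, 33 and 13. Single libraries move several of these counts. On MSB, AtfB-dependent genes were 87 and 78 without Δ*atfB* replicates 1 and 2. The genes up in the libraries labelled Δ*atfB* were 30 and 26 without control replicates 1 and 2 and 34 without Δ*atfB* replicate 2, and those down 94, 93, 90 and 78 without replicates 1 and 2 of either strain. The interaction with Δ*atfA* ranged from 223 up and 217 down without MSB Δ*atfA* replicate 2 to 756 and 742 without its replicate 3.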

Again, most of the AtfB-dependent genes showed AtfA-dependence as well (Table 2 and Table S2). 

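In untreated conidia *hxkB* (AN2638), a hexokinase-like gene and an A-B4 gene, had 234 ± 48.3 RPKM in the control (SD, n = 3), 85.1 ± 21.6 in the libraries labelled Δ*atfB*, 0.344 ± 0.189 in the Δ*atfA* strain and 0.208 ± 0.141 in the Δ*atfA*Δ*atfB* strain. The log2 fold change was −10.24 without *atfA* and −1.79 in the libraries labelled Δ*atfB* (edgeR adjusted p = 5.94e-12 and 0.00263), and limma on log2 RPKM with a pseudocount of 0.01 ended the latter call. AN10995, an A/B gene, had 12 ± 2.58 RPKM in the control, 12.9 ± 7.04 in the Δ*atfA* strain, 6.63 ± 0.746 in the libraries labelled Δ*atfB* and 4.23 ± 0.822 in the Δ*atfA*Δ*atfB* strain. Of the 420 AtfB-dependent genes of untreated conidia, 403 (96%) were AtfA-dependent too. They were 75 AB, 86 A/B, 77 A-B2, 153 A-B4, 9 A-B1 and 3 A-B3 genes, the last being AN0033, AN10385 and AN10761 (named after their values were seen). The deleted gene *atfA* itself was among the A-B2 genes. The first batch alone gave 154 AB, 47 A/B and 260 A-B genes, and no rescaling 38, 47 and 131. On MSB all 136 were AtfA-dependent, with 38 AB, 3 A/B, 7 A-B2 and 88 A-B4 genes.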

Among the genes showing both AtfA- and AtfB-dependence, the AB, A/B, A-B2 and A-B4 genes were the most abundant (Table 2 and Table S2). Accordingly, AtfB regulates only few genes independently of AtfA (BB genes, Table 2 and Table S1). 

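AN2099, a putative alternative oxidase gene, is 1 of the 17 BB genes of untreated conidia (19 in the first batch, but 2 without rescaling). It had 29.3 ± 13.2 RPKM in the control (SD, n = 3), 6.85 ± 1.58 in the libraries labelled Δ*atfB* and 210 ± 139 in the Δ*atfA* strain. The log2 fold changes were −2.56 and 1.81 (edgeR adjusted p = 0.00325 and 0.00341). No BB gene was found in conidia on MSB (2 in the first batch).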

Some genes are regulated together with AtfA (AB genes, Table 2), and in the case of the most AtfB-dependent genes AtfA can replace the missing AtfB (A/B, A-B2, A-B4 genes, Table 2 and Table S2).

MSB treatment substantially modified the transcriptome of both conidia and mycelia: 485 and 786 upregulated and 1070 and 912 downregulated MSB stress-responsive genes were found in conidial and mycelial samples, respectively. 

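Menadione generates superoxide in cells. In control mycelia MSB raised the peroxiredoxin gene *prxA* (AN8692) from 641 ± 31 to 5540 ± 573 RPKM (SD, n = 3), a log2 fold change of 3.16 (standard error 0.19, edgeR adjusted p = 1.32e-10). The cytochrome c peroxidase gene *ccp1* (AN10220) rose from 149 ± 6.18 to 1255 ± 155 RPKM, a log2 fold change of 3.12 (standard error 0.225, edgeR adjusted p = 1.38e-09), and the glutathione peroxidase gene *gpxA* (AN2846) from 70.6 ± 2.7 to 495 ± 68.9, a log2 fold change of 2.86 (standard error 0.262, edgeR adjusted p = 3.35e-08). Of 36 antioxidative enzyme genes 10 were up and 5 down in mycelia (the same when adjusted over the list alone). In conidia 4 of 38 passed, all of them down, with or without rescaling. In control conidia AN0497 rose from 2.51 ± 0.563 to 58.8 ± 25.8 RPKM, a log2 fold change of 4.23 (standard error 0.444, edgeR adjusted p = 1.32e-05), while AN6404 fell from 24.3 ± 9.3 to 0.5 ± 0.13, a log2 fold change of −5.62 (standard error 0.831, edgeR adjusted p = 0.000149). The hydrophobin gene *dewA* (AN8006) of the spore wall rose with a log2 fold change of 1.73 (edgeR adjusted p = 0.0151). MSB upregulated 558 and downregulated 729 genes in mycelia, and 467 and 1018 in conidia (655 and 1140 in the first batch).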

The effect of MSB treatment on the conidial transcriptome suggests that stresses affecting the physiology of mycelia also affect the transcriptome of conidia produced by the stress-treated mycelia. Interestingly, these changes modified only slightly the regulatory role of AtfA and AtfB in conidia: The overlaps between the AtfA- (AtfB-) dependent genes of conidia from untreated and MSB-treated cultures were large, in contrast to those in mycelial samples (Table 1 and Table 2). It can be understandable if we assume that the transcriptional changes of mycelia reflect how vegetative cells adapted to the presence of MSB, while the transcriptional changes in conidia show how the “experiences” of mycelia are implemented into the germination strategies of conidia. 

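The spore gene *conJ* had 10640 ± 1247 RPKM in control conidia from MSB-treated cultures and 45.7 ± 31.1 in Δ*atfA* conidia (SD, n = 3), a log2 fold change of −8.58 (standard error 0.49, edgeR adjusted p = 2.32e-11). *wA* (AN8209), the polyketide synthase gene of the spore pigment, was low in Δ*atfA* conidia of both cultures, at 19.2 ± 11.3 RPKM untreated and 82.5 ± 44 on MSB against 621 ± 232 and 1058 ± 122 in the control. Its log2 fold changes were −5.90 and −4.39 (edgeR adjusted p = 1.14e-08 and 3.57e-07). The AtfA-dependent sets of untreated and MSB-treated conidia shared 1029 genes, 69.7% and 91.1% of each, where independent lists would share 164 (972 shared in the first batch). The AtfB-dependent sets shared 100, 23.8% and 73.5%, against 5.63 for independent lists (147 in the first batch). Of the deletion-responsive genes the Δ*atfA* strain shared 893 upregulated (47.7% and 65.4%) and 1252 downregulated genes (60.6% and 85.8%). In the libraries labelled Δ*atfB* 27 upregulated genes (25% and 48.2%) were shared, and 29.8% and 71.5% of the downregulated ones. Each culture had control libraries of its own, so these overlaps share no controls. From them the paper proposes that MSB modified the role of the factors in conidia only slightly.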

In other words, conidia do not have to adapt to all consequences of long-term MSB treatment; they have to prepare only for the increased possibility of MSB stress during their germination.

Gene sets identified with conidial samples showed surprisingly low overlap with the appropriate mycelial gene sets (Table 2). 

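The trehalose-phosphate synthase gene AN8639 was AtfA-dependent in both cell types. It had 25.7 ± 2.39 RPKM in untreated control mycelia and 0.111 ± 0.0236 in the Δ*atfA* strain (SD, n = 3), a log2 fold change of −7.80 (standard error 0.602, edgeR adjusted p = 3.04e-09), and 731 ± 49.8 and 11.8 ± 3.02 in conidia, a log2 fold change of −6.78 (standard error 0.325, edgeR adjusted p = 1.6e-12). The Fe-S assembly gene AN0447 went opposite ways. It rose in untreated Δ*atfA* mycelia from 75.5 ± 5.53 to 166 ± 15.4 RPKM, a log2 fold change of 1.17 (standard error 0.11, edgeR adjusted p = 4.55e-08), and fell in conidia from 315 ± 20 to 128 ± 2.08, a log2 fold change of −2.11 (standard error 0.158, edgeR adjusted p = 1.13e-09). Among the 9091 genes tested in both cell types, 180 were AtfA-dependent in mycelia and conidia of untreated cultures, 55.7% of the 323 mycelial genes, where independent lists would share 43 (182 with the first conidial batch). On MSB they numbered 105, 44.7% of 235, against 23.9 for independent lists (107 with the first batch). For AtfB the shared genes were 26 of 97 (26.8%) in untreated cultures and 0 of 8 on MSB. Among the deletion-responsive genes of untreated mycelia 25.9% of the upregulated and 38.3% of the downregulated ones of the Δ*atfA* strain were so in conidia too. For the Δ*atfB* strain these shares were 3.26% and 20%. MSB-responsive genes shared 28 up (5.28%, with 23.4 for independent lists, one-sided Fisher's exact p = 0.183) and 170 down (23.8%, with 59.8).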

Even in the case of the AtfA-dependent genes, the overlap was only around 50% (Table 2). This huge difference between mycelial and conidial samples suggests that AtfA and AtfB had different functions and that *atfA* and *atfB* gene deletions had different consequences in mycelia and in conidia.

### 3.5. AtfA Affects Carbohydrate Metabolism and Light Dependent Processes

Gene set enrichment analyses were carried out with four AtfA- and four AtfB-dependent gene sets (identified in untreated mycelial and conidial samples as well as in MSB-treated mycelial and conidial samples) (Table 3, Table 4, Tables S3 and S4).

The AtfA-dependent gene sets were enriched with carbohydrate metabolism genes. Among them, AtfA-dependence of glycolytic genes in the case of the conidial samples is the most notable (Table S3). 

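AN9180, the putative transketolase gene, had 1238 ± 31.2 RPKM in untreated control conidia and 0.351 ± 0.0674 in Δ*atfA* conidia (SD, n = 3), a log2 fold change of −12.56 (standard error 0.829, edgeR adjusted p = 1.65e-10). The phosphoketolase gene *phk* (AN4913) fell from 194 ± 30.8 to 6.52 ± 1.29 RPKM, a log2 fold change of −5.70 (standard error 0.351, edgeR adjusted p = 6.24e-11). In conidia 6 of 12 genes of the pentose-phosphate shunt were AtfA-dependent in both cultures, with 1.75 expected untreated and 1.34 on MSB. The p from a one-sided Fisher's exact test was 0.00395 (0.129 adjusted over the 80 groups tested) and 0.000962 (0.0385). Without rescaling the latter was 0.0506. Of the galactose genes of the Leloir pathway, *galF* (AN9148) fell in conidia from 734 ± 29.3 to 182 ± 47.2 RPKM, a log2 fold change of −2.84 (standard error 0.18, edgeR adjusted p = 9.67e-11), and 3 of 5 were AtfA-dependent untreated and 2 on MSB (Fisher's exact p = 0.0244 and 0.0987, adjusted 0.279 and 0.61). The first batch alone gave 0.158 for the untreated set. In mycelia the CAZyme genes were in excess, with 20 of 291 in the untreated set (10.4 expected, Fisher's exact p = 0.00375, adjusted 0.0596) and 19 in the MSB set (7.56 expected, p = 0.000201, adjusted 0.00537). The glycogen debranching enzyme gene AN10060 is one of them, at 70 ± 11.3 RPKM in untreated control mycelia and 9.33 ± 2.11 in the Δ*atfA* strain, a log2 fold change of −2.88 (standard error 0.285, edgeR adjusted p = 9.49e-08).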

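In conidia of untreated cultures the fructose-bisphosphate aldolase gene *fbaA* (AN2875) fell from 2369 ± 285 RPKM in the control to 589 ± 41.7 in the Δ*atfA* strain (SD, n = 3), a log2 fold change of −2.81 (standard error 0.17, edgeR adjusted p = 4.49e-11). The triosephosphate isomerase gene *tpiA* (AN6900) fell from 1013 ± 26 to 209 ± 46.8 RPKM, a log2 fold change of −3.09 (standard error 0.177, edgeR adjusted p = 1.94e-11). On MSB the phosphofructokinase gene *pfkA* (AN3223) fell from 476 ± 20.6 to 122 ± 7.8 RPKM, a log2 fold change of −2.63 (standard error 0.181, edgeR adjusted p = 3.95e-10). Of 16 tested glycolysis genes 10 were downregulated in Δ*atfA* conidia untreated and 10 on MSB, with none and 1 upregulated (the same numbers when adjusted over the list alone). The list's median log2 fold change was −1.84 and −1.82, and stayed negative, at −1.04 and −1.16, without rescaling. In untreated Δ*atfA* mycelia the median over 15 tested genes was −0.14. AtfA-dependence was found for 10 of the 16 in untreated conidia (2.33 expected, Fisher's exact p = 1.43e-05, adjusted 0.00114 over 80 groups) and for 9 on MSB (1.78 expected, p = 1.41e-05, adjusted 0.00113). In the first batch alone these p were 1.53e-05 and 1.17e-06.

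**Figure D2:**
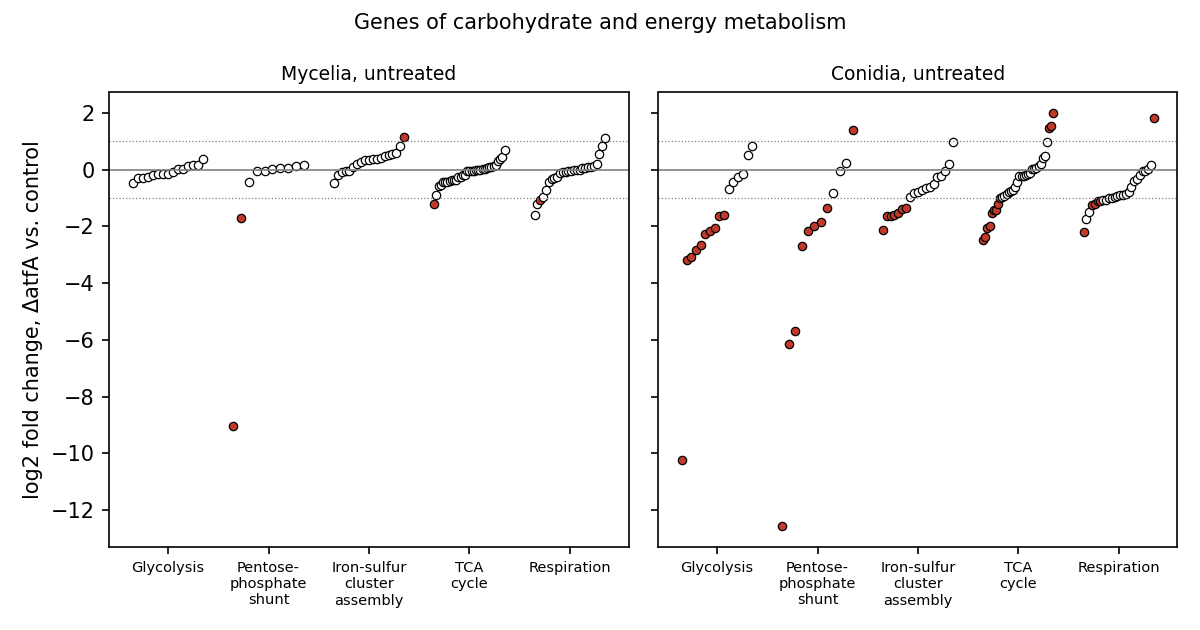
Log2 fold change of the Δ*atfA* strain against the control in untreated mycelia (left) and conidia (right) for genes of 5 metabolic groups of Table S4. Each point is a gene, filled where it passed the test and the fold threshold, and dotted lines mark 1 and −1. The 10 filled glycolysis genes of conidia all lie below −1, and no glycolysis gene of mycelia is filled.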

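The putative phosphotransfer gene *hk-8-2* (AN4113) fell in untreated Δ*atfA* mycelia from 15.4 ± 5.58 to 3.14 ± 0.337 RPKM (SD, n = 3), a log2 fold change of −2.27 (standard error 0.552, edgeR adjusted p = 0.00247), and in conidia from 221 ± 48.8 to 11 ± 0.68, a log2 fold change of −5.12 (standard error 0.305, edgeR adjusted p = 3.66e-11). The phosphotransfer gene *ypdA* (AN2005) fell in conidia from 259 ± 46.6 to 98 ± 28.3 RPKM, a log2 fold change of −2.21 (standard error 0.19, edgeR adjusted p = 8.89e-09). Downstream of this relay, the MAP kinase gene *hogA* (AN1017) fell in conidia from 770 ± 28.4 to 245 ± 46.1 RPKM, a log2 fold change of −2.44 (standard error 0.216, edgeR adjusted p = 1.22e-08). Of 18 phosphorelay genes, 2 were AtfA-dependent in untreated mycelia and 3 on MSB (Fisher's exact p = 0.133 and 0.0106, adjusted 0.639 and 0.169 over 80 groups). In conidia there were 6 in each culture (Fisher's exact p = 0.0366 and 0.0107, adjusted 0.317 and 0.172). The balance of the list turns on the scaling. In untreated Δ*atfA* conidia 3 were upregulated and 7 downregulated, and 6 and 5 without rescaling, where the median moved from −0.477 to 0.327. On MSB 1 and 7 became 4 and 5. The excess of the group among AtfA-dependent genes did not turn on it: without rescaling the unadjusted Fisher's exact p was 0.0157 in untreated conidia and 0.00754 on MSB. The cysteine desulfurase gene AN2508, which provides sulfur for Fe-S clusters, fell in conidia on MSB from 267 ± 27.8 to 129 ± 6.37 RPKM, a log2 fold change of −1.72 (standard error 0.178, edgeR adjusted p = 1.64e-07). Of 19 genes for Fe-S cluster assembly 7 were AtfA-dependent in untreated conidia and 6 on MSB (Fisher's exact p = 0.0138 and 0.0143, adjusted 0.221 and 0.19), and none in untreated mycelia. In both conidial cultures 7 were downregulated and none upregulated (the same when adjusted over the list alone), which turns on the scaling: without it 1 was down in each and 2 and 1 were up, the median moved from −0.785 to 0.0232 untreated, and the enrichment p became 0.82 and 0.76.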

Phosphorelay response regulator genes were enriched in all AtfA-dependent gene sets but the untreated mycelial samples (Table 4 and Table S4), while enrichment of iron-sulfur cluster assembly genes was characteristic for the AtfA-dependent genes of conidial samples (Table 4 and Table S4). 

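The spore-specific catalase gene *catA* (AN8637) fell in untreated conidia from 1767 ± 212 RPKM in the control to 1.48 ± 0.544 in the Δ*atfA* strain (SD, n = 3), a log2 fold change of −11.02 (standard error 0.731, edgeR adjusted p = 1.78e-10). AN8553, a putative catalase gene, fell from 2812 ± 340 to 13.2 ± 0.727 RPKM, a log2 fold change of −8.54 (standard error 0.251, edgeR adjusted p = 1.78e-14), and stood at 1085 ± 75.2 in the libraries labelled Δ*atfB*. The thioredoxin system gene *trxB* (AN8218) fell from 38.5 ± 16 to 3.63 ± 0.761 RPKM, a log2 fold change of −4.16 (standard error 0.526, edgeR adjusted p = 1.41e-06), but rose in untreated Δ*atfA* mycelia from 57.2 ± 9.84 to 173 ± 29, a log2 fold change of 1.63 (standard error 0.218, edgeR adjusted p = 5.2e-06). Of 38 antioxidative enzyme genes 16 were downregulated and 4 upregulated in untreated Δ*atfA* conidia, and 9 and 7 on MSB (8 upregulated when adjusted over the list alone). The list's median log2 fold change of −0.572 turned to 0.234 without rescaling, with 10 genes up and 7 down, and on MSB 14 were up and 6 down without it. In the first batch 15 were down in untreated conidia. AtfA-dependence was found for 10 of the 38 in untreated conidia (5.53 expected, Fisher's exact p = 0.0411, adjusted 0.317 over 80 groups, and 0.105 without rescaling) and for 7 on MSB (4.23 expected, p = 0.124). In mycelia it was found for 3 of 36 untreated and 2 on MSB (Fisher's exact p = 0.136 and 0.24).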

Interestingly, antioxidant enzyme genes were enriched only in the AtfA-dependent gene set of conidial samples from untreated cultures (Table 4 and Table S4). 

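The aconitase gene *acoA* (AN5525) had 1554 ± 238 RPKM in control conidia on MSB and 724 ± 75.8 in Δ*atfA* conidia (SD, n = 3), a log2 fold change of −1.77 (standard error 0.205, edgeR adjusted p = 7.7e-07). The citrate synthase gene *citA* (AN8275) fell from 909 ± 51.7 to 480 ± 92.7 RPKM, a log2 fold change of −1.59 (standard error 0.232, edgeR adjusted p = 1.33e-05). Of 34 TCA cycle genes 9 were downregulated and 1 upregulated in Δ*atfA* conidia on MSB (the same when adjusted over the list alone), while the list's median went from −0.01 to 0.66 on the log2 scale without rescaling, with 7 genes up and 1 down. AtfA-dependence on MSB was found for 9 of them (3.79 expected, Fisher's exact p = 0.0102, adjusted 0.172 over 80 groups, and 0.922 without rescaling). In untreated conidia it was found for 5 (Fisher's exact p = 0.564). Of 26 respiration genes 6 were AtfA-dependent on MSB (2.9 expected, Fisher's exact p = 0.0619, adjusted 0.55) and 1 in untreated conidia. In the first batch the Fisher's exact p on MSB was 0.00563, and without rescaling it was 0.57. These genes include mitochondrially encoded ones. *oxiA* (AN20014), a cytochrome c oxidase subunit gene, had 116 ± 87.2 RPKM in control conidia on MSB, with a wide spread between replicates, and 28.2 ± 5.76 in the Δ*atfA* strain, a log2 fold change of −2.70 (standard error 0.563, edgeR adjusted p = 0.000564). In mycelia no TCA or respiration gene was AtfA-dependent in untreated cultures.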

Enrichment of TCA cycle and respiration genes was characteristic for the AtfA-dependent gene set of conidial samples from MSB-treated cultures. 

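Most members of these groups that were AtfA-dependent in conidia did not depend on AtfB: 8 of the 10 glycolysis genes of untreated cultures and 8 of the 9 on MSB, all 6 genes of the pentose-phosphate shunt in both, and all 9 TCA cycle and 6 respiration genes on MSB. Of the antioxidative enzyme genes 9 of 10 in untreated conidia were AA genes. The exceptions include *gpdC* and *hxkB* of glycolysis and the catalase gene AN8553. The triosephosphate isomerase gene *tpiA*, an AA gene, had 1509 ± 107 RPKM in the libraries labelled Δ*atfB* and 285 ± 29.5 in the Δ*atfA*Δ*atfB* strain (SD, n = 3).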

Most of the above-mentioned genes were regulated only by AtfA (AA genes) (Table S4). Certain secondary metabolite cluster genes also showed AtfA-dependent regulation (Table 4 and Table S4). Among them, the Emericellamide cluster is notable since, depending on the treatment, four or five genes out of the five cluster genes were AtfA-dependent, including the *easB* gene (AN2547) encoding the polyketide synthase (Figure S3, Table S3). 

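The isopenicillin N synthase gene *ipnA* (AN2622) fell in Δ*atfA* mycelia from 13.7 ± 1.84 to 0.713 ± 0.0588 RPKM untreated (SD, n = 3), a log2 fold change of −4.22 (standard error 0.536, edgeR adjusted p = 2.62e-06), and from 16.9 ± 6.92 to 0.355 ± 0.23 on MSB, a log2 fold change of −5.68 (standard error 0.628, edgeR adjusted p = 9.06e-07). In the Δ*atfA*Δ*atfB* strain it stood at 28.6 ± 4.11 and 17.7 ± 15.7 RPKM, so it is not AtfA-dependent by the paper's definition. In mycelia AtfA-dependent genes made up 5 of the 7 members of the cluster No PKS/NRPS backbone 1 in untreated cultures (Fisher's exact p = 1.11e-06, adjusted 8.86e-05 over 80 groups), and 6 of 13 members of the aspercryptin cluster on MSB (p = 4.26e-07, adjusted 1.7e-05). In conidia the AN1594 cluster had 4 of 6 members in each culture (Fisher's exact p = 0.00524 and 0.00191, adjusted 0.129 and 0.0509), and the AN10297 cluster 6 of 13 untreated (p = 0.00644, adjusted 0.129). Another cluster rose in untreated Δ*atfA* conidia. The asperfuranone gene *afoB* (AN1031) went from 0.696 ± 0.424 to 1334 ± 139 RPKM in untreated conidia, a log2 fold change of 10.40 (standard error 1.47, edgeR adjusted p = 5.38e-06), with all 9 members up (the same when adjusted over the list alone). On MSB it stood at 22.8 ± 37.6 RPKM in the Δ*atfA* strain, and 3 members were up (1 when adjusted over the list alone). The interaction of the Δ*atfA* deletion with MSB was negative for *afoB*, at −9.36 on the log2 scale (standard error 1.77, edgeR adjusted p = 0.0037), and passed downward for 8 of the 9.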

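In untreated mycelia *easB* (AN2547), the polyketide synthase gene of the emericellamide cluster, had 92.9 ± 8.99 RPKM in the control (SD, n = 3), 125 ± 44.7 in the Δ*atfA* strain, 151 ± 14.1 in the Δ*atfB* strain and 35.5 ± 9.23 in the Δ*atfA*Δ*atfB* strain. Only the last difference passed the test and the fold threshold, with a log2 fold change of −1.33 (standard error 0.395, edgeR adjusted p = 0.0144). *easC*, *easD* and AN2546 did likewise, at −1.26, −1.17 and −1.28, and *easA* stayed short of the threshold at −0.97. On MSB *easB* fell in the control to 9.57 ± 1.44 RPKM, a log2 fold change of −3.23 (standard error 0.425, edgeR adjusted p = 3.43e-06), and in the Δ*atfA* strain to 0.715 ± 0.478, a log2 fold change of −3.80 (standard error 0.478, edgeR adjusted p = 4.37e-06). It stood at 22 ± 2.23 in the Δ*atfB* strain. All 5 genes were AtfA-dependent on MSB (Fisher's exact p = 1.14e-08, adjusted 9.09e-07 over 80 groups) and 4 of 5 in untreated mycelia (p = 7.72e-06, adjusted 0.000309). The change in the effect of the Δ*atfA* deletion with MSB passed the interaction test for *easB*, at −4.26 on the log2 scale (edgeR adjusted p = 3.46e-05), and for the other 4 genes. No gene of the cluster passed it for the Δ*atfB* deletion.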

Interestingly, in untreated cultures, these genes showed both AtfA- and AtfB-dependence (A/B genes), while in MSB-treated cultures, where *atfB* was downregulated (Figure 1), they were only AtfA-dependent (AA genes).

Altogether 87 genes showed AtfA-dependence in all the four AtfA-dependent gene sets. Most of them encode proteins with unknown functions (Table 5). 

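By the calls made here 86 genes were AtfA-dependent in all 4 sets, *atfA* itself among them. They include the pyruvate decarboxylase gene *pdcA* and the genes *nce102*, *nopA*, *dlpA* and *plyC*, named from the list after it was made. AN2470, whose orthologs act in the response to nitrosative stress, fell in Δ*atfA* cultures in all 4, from 1.54 ± 0.218 to 0.174 ± 0.0941 RPKM in untreated mycelia (SD, n = 3), a log2 fold change of −3.03 (standard error 0.457, edgeR adjusted p = 2.14e-05), and from 668 ± 93.9 to 9.78 ± 0.685 in untreated conidia, a log2 fold change of −6.90 (standard error 0.267, edgeR adjusted p = 1.02e-13).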

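The catalase gene *catA* (AN8637) was also lost in Δ*atfA* mycelia, where it fell from 6.03 ± 0.627 to 0.0886 ± 0.0254 RPKM in untreated cultures (SD, n = 3), a log2 fold change of −6.07 (standard error 0.887, edgeR adjusted p = 1.49e-05). The phosphotransfer gene *hk-8-1* (AN2581) fell in untreated mycelia from 38.6 ± 5.91 to 14.8 ± 2 RPKM, a log2 fold change of −1.35 (standard error 0.25, edgeR adjusted p = 0.000201), and in conidia on MSB from 73.5 ± 1.33 to 29.1 ± 8.37, a log2 fold change of −2.02 (standard error 0.197, edgeR adjusted p = 6.91e-08). *hk2* (AN7945) fell in conidia from 81.4 ± 16.4 to 5.86 ± 0.54 RPKM, a log2 fold change of −4.61 (standard error 0.237, edgeR adjusted p = 4.26e-12), while its call in MSB-treated mycelia, at −1.26 on the log2 scale, is lost without control replicate 2. The cryptochrome gene *cryA* (AN0387), a light receptor, had 17.9 ± 0.479 RPKM in untreated control mycelia and 4.14 ± 0.508 in the Δ*atfA* strain, a log2 fold change of −2.09 (standard error 0.225, edgeR adjusted p = 3.03e-07). In conidia it had 56.3 ± 15.3 and 22.6 ± 2.24 RPKM, a log2 fold change of −2.13 (standard error 0.307, edgeR adjusted p = 6.91e-06). The light-induced AN8339 fell from 105 ± 10.9 to 13.5 ± 1.95 RPKM in mycelia and from 1012 ± 186 to 20.9 ± 1.93 in conidia (log2 fold changes −2.93 and −6.40, edgeR adjusted p = 1.02e-05 and 1.75e-13). The alpha-galactosidase gene *aglC* (AN8138) fell from 53.3 ± 4.96 to 15.4 ± 2.11 RPKM in untreated mycelia, a log2 fold change of −1.77 (standard error 0.167, edgeR adjusted p = 4.77e-08), but its call in conidia on MSB, at −1.07, is lost under several settings, among them no rescaling (−0.39).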

The genes with known or predicted function includes the *catA* catalase, six genes involved in carbohydrate metabolism as well as the *hk-8-1* and *hk2* putative histidine-containing phosphotransfer protein genes and 10 genes involved in light sensing and light response (Tables S1 and S4).

Only 23 AtfB-dependent genes were found that never showed AtfA-dependence (Table S1). Out of them, the following four genes are notable: AN8953 (*agdB*), putative α-glucosidase and AN3402 (*amyB*), putative α-amylase genes; AN7619 (*calA*), involved in early conidial germination; and AN2099, putatively encoding alternative oxidase.

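In untreated conidia the libraries labelled Δ*atfB* held 73.2 ± 31.3 RPKM of *calA*, against 141 ± 64.5 in the control (SD, n = 3), a log2 fold change of −1.34 (standard error 0.359, edgeR adjusted p = 0.0186). This call is lost without rescaling (−0.94) and without untreated control replicate 1 (−0.88). For *agdB* they held 11.5 ± 3.42 RPKM against 35.3 ± 24.6, a log2 fold change of −1.91 (standard error 0.441, edgeR adjusted p = 0.00796), a call that is lost without untreated control replicate 1 (−1.26). For *amyB* they held 4.56 ± 2.47 against 27.4 ± 16.3, and the log2 fold change of −2.83 (standard error 0.821, edgeR adjusted p = 0.0287) is lost without any of 4 of the 6 libraries. By the calls made here 15 AtfB-dependent genes were never AtfA-dependent (17 with the first conidial batch). The alternative oxidase gene AN2099 and *calA* were among them, and *agdB* and *amyB* were not. The number ranged from 4 without untreated control replicate 1 to 25 without untreated control replicate 3.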

## 4. Discussion

bZIP-type transcription factors are important regulators of developmental processes, stress responses and secondary metabolite production in filamentous fungi [19,39,40,41,42]. They can act as homodimers, and they can also regulate processes forming heterodimers with other bZIP-type transcription factors or physically interact with other signaling proteins [22]. In *A. fumigatus*, AtfA physically interacts with other three bZIP transcription factors, namely AtfB, AtfC and AtfD, as well as with the MAPK SakA to coordinate stress responses [11]. According to the stress sensitivity assays, the Δ*atfA*Δ*atfB* double-gene deletion mutant was as sensitive to the oxidative stress generating menadione sodium bisulfite or to the cell wall stress-generating agents calcofluor white (CFW) and CongoRed as the corresponding single mutants in *A. fumigatus* [11]. In *A. parasiticus*, AtfB and AP-1 bZIPs form functionally active heterodimers and regulate aflatoxin production and oxidative stress responses [39]. In the case of *A. nidulans,* Lara-Rojas et al. 2011 [2] suggested possible physical interaction between AtfA and AtfB. Here we studied genome-wide transcriptional changes in mycelia and conidia of Δ*atfA*, Δ*atfB*, Δ*atfA*Δ*atfB* gene-deletion mutants and the control strain in the presence and absence of MSB to collect data on the possible interactions between AtfA and AtfB.

The high transcriptional activity of *atfA* (Figure 1) and the genome-wide transcriptional as well as phenotypic consequences of *atfA* gene deletion (Table 1 and Table 2; [15,19]) suggest the importance of AtfA-dependent regulations in both mycelia and conidia. The data also support the view that AtfA was a more important regulator in conidia than in vegetative mycelia (Figure 1, Table 1 and Table 2). This concurs well with the observations of Hagiwara et al. 2008 [12] and Balázs et al. 2010 [14] that AtfA protects conidia under different temperatures as well as against oxidative stress. AtfA plays a paramount role in the regulation of conidium-specific genes in other *Aspergillus* species as well. In a comprehensive study, more than 50% of the conidia-associated genes (CAGs) proved to be *atfA*-dependent in *A. fumigatus*, *A. oryzae* and *A. niger* [43].

Many genes regulated (directly or indirectly) by AtfA have been identified so far in *Aspergillus* species. These genes–among others–encode antioxidant proteins, heat shock proteins, phosphorelay response regulators, iron-sulfur cluster assembly proteins, enzymes involved in trehalose and glycogen formation, utilization of different carbohydrates or secondary metabolite synthesis as well as light response of conidia [11,16,17,18,21,43,44,45,46,47]. Our data support the role of AtfA in the transcription of antioxidant enzyme and phosphorelay response regulator genes, trehalose and glycogen metabolism genes, glucose utilization genes as well as secondary metabolite cluster genes (Table 3, Table 4 and Table S4). The cytoplasmic phytochrome FphA (acting as red-light sensor) activates AtfA via the high-osmolarity glycerol (HOG) MAPK pathway in *A. nidulans* [46,47]. Not surprisingly, several light-dependent genes were identified as AtfA-dependent in our study (Table 5 and Table S1). Among them, *cryA* encoding a putative UV-A/blue light sensor (cryptochrome) [48] is particularly interesting. Yu et al. 2016 [46] found that the blue-light-dependent activation of the HOG pathway depends on FphA only, but not on the blue-light sensor LreA-LreB complex. One explanation of this observation is that another blue-light receptor (e.g., CryA) is involved in this process and its activity is somehow regulated by FphA [46]. The AtfA-dependent transcription of *cryA* (Table 5 and Table S1) also supports the view that there is interaction between the blue- and red-light dependent signaling pathways.

Stress tolerance of conidia highly depends on culturing conditions occurring during conidiogenesis [49,50,51,52]. Not surprisingly, MSB stress treatment (of mycelia) affected both the mycelial and conidial transcriptomes (Table 1 and Table 2). The regulatory role of AtfA also depended on culturing conditions: Different genes showed AtfA-dependence in MSB stress-adapted and unstressed cultures (Table 1 and Table 2). Importantly, the difference between the AtfA-dependent gene sets was more obvious in mycelial than in conidial samples (Table 1 and Table 2). It is reasonable to assume that conidia, de facto, do not have to adapt to the presence of MSB. Conidiogen cells alter the mRNA content of conidia only to prepare them for the stresses that (according to their “experiences”) most likely will occur during germination.

Transcriptional activity of *atfB* was low in mycelial samples; however, *atfB* mRNA was abundant in conidia (Figure 1), suggesting that this transcription factor may have a minor regulatory role during vegetative growth. The small transcriptomic (Table 1 and Table 2) and phenotypic [19] consequences of *atfB* gene deletion relative to that of *atfA* also support this view.

The majority of the AtfB-dependent genes were AtfA-dependent as well (Figure 2, Table 1, Table 2 and Table S2), which concurs well with results of Sakamoto et al. 2009 [21], who also found that most of the stress-responsive genes regulated by AtfB were also AtfA-dependent in *A. oryzae*. Some of the genes that showed dual AtfA- and AtfB-dependent regulation needed both AtfA and AtfB for their “normal” expression (AB genes on Figure 2 and in Table 1, Table 2 and Table S2). It is possible that some of them are regulated by an AtfA–AtfB heterodimer; however, without experimental justification, other possibilities cannot be ruled out. The majority of the AtfA-, AtfB-dependent genes were genes where one of the two transcription factors could completely or partially substitute the missing other transcription factor (A/B and A-B genes on Figure 2 and in Table 1, Table 2 and Table S2). Some of these genes may be regulated by both transcription factors directly, which also allows physical interaction between the two transcription factors on the promoters. Moreover, *atfB* itself also showed AtfA-dependence; deletion of *atfA* downregulated *atfB* in both mycelial and conidial samples irrespectively of the presence of MSB (Figure 1). Therefore, some of the genes showing both AtfA- and AtfB-dependence can be AtfB-dependent genes regulated by AtfA only indirectly via *atfB* transcription. The interaction between AtfA and AtfB has also been suggested by the overexpression of *atfB* being able to compensate for the increased MSB sensitivity of the Δ*atfA* mutant [19]. Moreover, sterigmatocystin production was completely inhibited by *atfA* gene deletion; however, it was restored in the Δ*atfA*Δ*atfB* mutant [19]. Importantly, we found a few AtfB-dependent genes that did not show AtfA-dependence (Table 1, Table 2, Tables S1 and S4). Among them, *calA* is notable, since it contributes to the germination of conidia [53,54] which may explain why conidia of the Δ*atfB* strain were sensitive to high temperature [19].

Our results support the view that (1) AtfA and AtfB have some regulatory functions in mycelia; however, they are more important regulators in conidia. (2) Besides regulating antioxidant enzyme genes, phosphorelay response regulator genes, secondary metabolite cluster genes, and light-dependent genes, AtfA also control genes of carbohydrate metabolism (e.g., trehalose and glycogen metabolism genes as well as glucose utilization genes) in *A. nidulans,* as it was also found in *A. fumigatus* [11]. (3) There should be a complex genetic and possibly physical interaction between the two transcription factors where AtfA is the dominant player, and the main function of AtfB is supporting the regulatory role of AtfA. Understanding the nature of the interaction between the two transcription factors needs further investigations: e.g., determining the AtfA- and AtfB-binding sites on the promoters at genome level by combining chromatin immunoprecipitation assays with sequencing (ChIP-Seq), and justifying the AtfA–AtfB heterodimer formation using a bimolecular fluorescence complementation (BiFC) technique. Both are in progress in our laboratory.

## Figures and Tables

**Figure 1:**
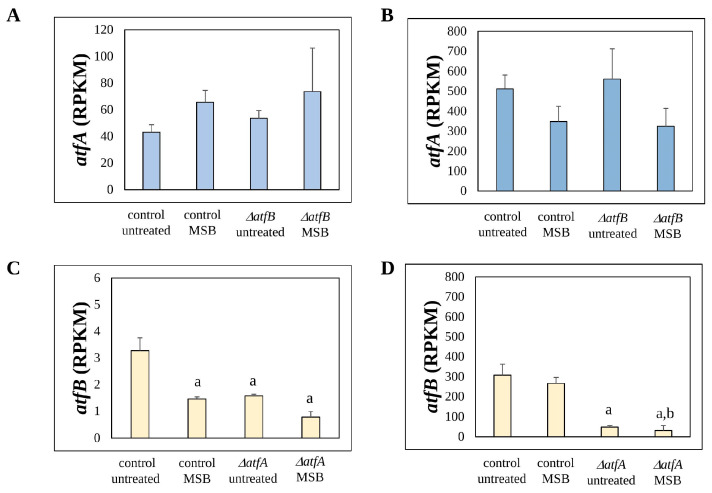
Transcriptional profile of the *atfA* and *atfB* genes. (**A**,**B**): Expression of *atfA* in MSB treated and untreated cultures of the wild type and the Δ*atfB* strain. (**C**,**D**): Expression of *atfB* in MSB treated and untreated cultures of the wild type and the Δ*atfA* strain. Mean ± SD RPKM values calculated from three biological replicates of mycelial (**A**,**C**) and conidial (**B**,**D**) samples are presented. a—downregulated gene relative to the untreated control cultures, b—downregulated gene relative to the MSB treated control cultures.

**Figure 2:**
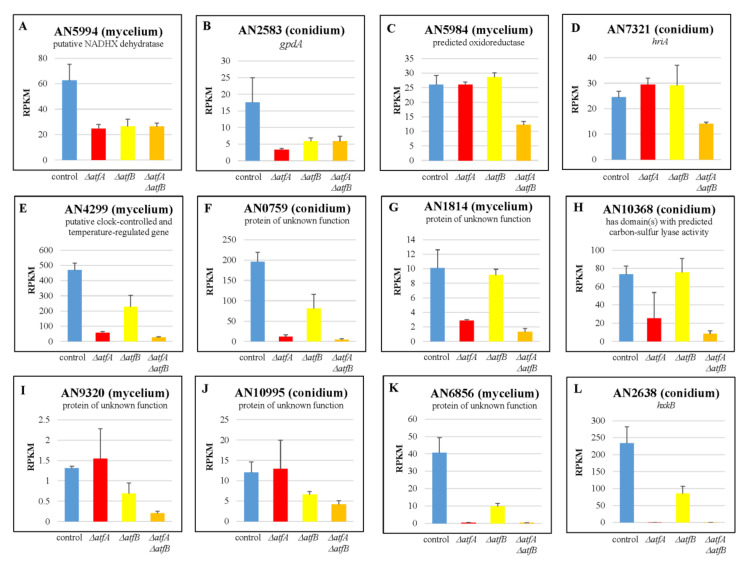
Transcriptional pattern of selected genes potentially regulated by both AtfA and AtfB. (**A**,**B**): AN5994 and AN2583 (AB genes; Set 23), (**C**,**D**): AN5984 and AN7321 (A/B genes; Set24), (**E**,**F**): AN4299 and AN0759 (A-B1 genes; Set25), (**G**,**H**): AN1814 and AN10368 (A-B2 genes; Set25, (**I**,**J**): AN9320 and AN10995 (A-B3 genes; Set25), (**K**,**L**): AN6856 and AN2638 (A-B4 genes; Set25) (see also Figure S2). Mean ± SD of the three biological replicates from mycelial (**A**,**C**,**E**,**G**,**I**,**K**) and conidial (**B**,**D**,**F**,**H**,**J**,**L**) samples of untreated (**A**–**D**,**F**–**L**) and MSB-treated (**E**) cultures are presented.

**Table 1:** Characteristics of the main gene sets identified with mycelial samples.

Gene Set	Mycelium from Untreated Cultures	Mycelium from MSB-Treated Cultures	Overlap between MSB-Treated and Untreated Cultures
Responsive to *atfA* gene deletion (Set1 and Set1^+^)	326 upregulated genes 865 downregulated genes	255 upregulated genes 583 downregulated genes	85 upregulated genes 336 downregulated genes
Responsive to *atfB* gene deletion (Set2 and Set2^+^)	213 upregulated genes 159 downregulated genes	201 upregulated genes 77 downregulated genes	71 upregulated genes 12 downregulated genes
Responsive to *atfA atfB* double-gene deletion (Set3 and Set3^+^)	200 upregulated genes 457 downregulated genes	131 upregulated genes 296 downregulated genes	45 upregulated genes 142 downregulated genes
AtfA-dependent genes ^a^ (Set26)	329 genes (236 AA, 16 AB, 40 A/B, 1 A-B1, 3 A-B2 and 33 A-B4 genes) (10 upregulated and 218 ^b^ downregulated MSB stress-responsive genes)	240 genes (232 AA, 2 AB, 4 A/B and 2 A-B3 genes) (17 upregulated and 143 ^b^ downregulated MSB stress-responsive genes)	110 genes
AtfB-dependent genes (Set27)	96 genes (3 BB, 16 AB, 40 A/B, 1 A-B1, 3 A-B2 and 33 A-B4 genes) (2 upregulated and 68 ^b^ downregulated MSB stress-responsive genes)	9 genes (1 BB, 2 AB, 4 A/B and 2 A-B3 genes) (1 upregulated and 3 downregulated MSB stress-responsive genes)	3 genes

^a^—The lists of AtfA- and AtfB-dependent genes are available in Table S1. ^b^—Significant enrichment (Fisher’s exact test, *p* < 0.05). MSB stress treatment upregulated 786 genes and downregulated 912 genes (Set0^+^ and Set0, respectively).

**Table 2:** Characteristics of the main gene sets identified with conidial samples.

Gene Set ^a^	Conidium from Untreated Cultures	Conidium from MSB-Treated Cultures	Overlap between MSB-Treated and Untreated Cultures
Responsive to *atfA* gene deletion (Set1 and Set1^+^)	1875 upregulated genes (82; 25% ^c^) 2116 downregulated genes (326; 38%)	1386 upregulated genes (57; 22%) 1480 downregulated genes (167; 29%)	902 upregulated genes 1274 downregulated genes
Responsive to *atfB* gene deletion (Set2 and Set2^+^)	117 upregulated genes (5; 2%) 396 downregulated genes (36; 23%)	74 upregulated genes (7; 3%) 161 downregulated genes (1; 1%)	30 upregulated genes 108 downregulated genes
Responsive to *atfA atfB* double-gene deletion (Set3 and Set3^+^)	1604 upregulated genes (32; 16%) 2018 downregulated genes (248; 54%)	1553 upregulated genes (27; 21%) 1547 downregulated genes (125; 42%)	848 upregulated genes 1374 downregulated genes
AtfA-dependent genes (Set26)	1496 genes (185; 56%) (1079 AA, 80 AB, 84 A/B, 13 A-B1, 75 A-B2, 4 A-B3 and 161 A-B4 genes) (6 upregulated and 319^b^ downregulated MSB stress-responsive genes)	1143 genes (105; 44%) (989 AA, 41 AB, 8 A/B, 2 A-B1, 12 A-B2 and 91 A-B4 genes) (21 upregulated and 154 ^b^ downregulated MSB stress-responsive genes)	1043 genes
AtfB-dependent genes (Set27)	439 genes (26; 27%) (22 BB, 80 AB, 84 A/B, 13 A-B1, 75 A-B2, 4 A-B3 and 161 A-B4 genes) (1 upregulated and 178 ^b^ downregulated MSB stress-responsive genes)	155 genes (1; 11%) (1 BB, 41 AB, 8 A/B, 2 A-B1, 12 A-B2 and 91 A-B4 genes) (5 upregulated and 22 downregulated MSB stress-responsive genes)	114 genes

^a^—The lists of genes belonging to the sets are available in Table S1. ^b^—Significant enrichment (Fisher’s exact test, *p* < 0.05). MSB stress treatment upregulated 485 genes and downregulated 1070 genes (Set0^+^ and Set0, respectively). ^c^—Figures in parentheses shows the overlap between conidial and mycelial samples as well as the percentage of overlap relative to the size of the mycelial set. In the case of the mycelial and conidial Set0^+^ and Set0 gene sets, the overlaps were 45 upregulated and 225 downregulated genes, which represent 6% and 25% of the mycelial gene sets, respectively.

**Table 3:** Selected significantly enriched FunCat, GO and KEGG pathway term of the AtfA- and AtfB-dependent gene sets. The full list of significantly enriched terms is available in Table S2.

Culture	AtfA-Dependent Genes (Set26)	AtfB-Dependent Genes (Set27)
Mycelium (untreated)	C-compound and carbohydrate metabolism; galactose metabolic process	
Mycelium (MSB-treated)	Amine/polyamine transport	
Conidium (untreated)	C-compound and carbohydrate metabolism; C-compound and carbohydrate transport; glycolysis and gluconeogenesis; pentose phosphate pathway; fructose and mannose metabolism; pyruvate metabolism; glyoxylate and dicarboxylate metabolism; homeostasis of phosphate; proton-driven antiporter; sodium-driven symporter; biosynthesis of secondary metabolites; cellular sensing and response to external stimulus; oxidative stress response	C-compound and carbohydrate metabolism; C-compound and carbohydrate transport; glycolysis and gluconeogenesis; starch and sucrose metabolism; valine, leucine and isoleucine degradation; biosynthesis of secondary metabolites;
Conidium (MSB-treated)	C-compound and carbohydrate metabolism; glycolysis and gluconeogenesis; pentose phosphate pathway; fructose and mannose metabolism; glyoxylate and dicarboxylate metabolism; TCA cycle; homeostasis of phosphate; biosynthesis of secondary metabolites; cellular sensing and response to external stimulus; peroxisome	

**Table 4:** Selected gene groups significantly enriched (Fisher’s exact test; *p* < 0.05) in the AtfA- and AtfB-dependent gene sets. The full list is available in Table S3.

Culture	AtfA-Dependent Genes (Set26)	AtfB-Dependent Genes (Set27)
Mycelium (untreated)	Secondary metabolism: No PKS/NRPS backbone cluster 1, Microperfuranone cluster, AN2924 cluster; AN9005 cluster; AN10297 cluster; Emericellamide cluster	Secondary metabolism: AN2924 cluster; AN10297 cluster; Emericellamide (eas) cluster
Mycelium (MSB-treated)	CAZyme genes Phosphorelay response regulator genes Secondary metabolism: Aspercryptin cluster, AN2924 cluster; AN10297 cluster; Emericellamide (eas) cluster	
Conidium (untreated)	Glycolysis; Pentose-phosphate shunt; Leloir pathway Antioxidative enzyme genes; iron-sulfur cluster assembly Phosphorelay response regulator genes Secondary metabolism: AN9005 cluster; AN1594 cluster; AN10297 cluster; AN1242 cluster	Transcription factors Secondary metabolism: AN9005 cluster; AN10297 cluster
Conidium (MSB-treated)	Glycolysis; pentose-phosphate shunt; Leloir pathway; TCA cycle; respiration Iron-sulfur cluster assembly Phosphorelay response regulator genes Secondary metabolism: AN1594 cluster; AN10297 cluster; AN1242 cluster	

**Table 5:** Selected genes showing AtfA-dependent in all cultures.

Gene ID	Gene Name	Description	AtfA/AtfB-Dependence in			
			Mycelium (Untreated)	Mycelium (MSB-Treated)	Conidium (Untreated)	Conidium (MSB-Treated)
Light dependent regulation						
AN0387	*cryA*	senses UVA and blue light	AA	AA	AA	AA
AN5056		induced by light	A-B	AA	AA	AA
AN9285	*ccgA*	induced by light	AA	AA	AA	A-B
AN4299		induced by light	A-B	AA	AA	AA
AN8638	*cetJ*	induced by light	AA	AA	AA	AA
AN0045		induced by light	A-B	AA	AA	AA
AN0693		induced by light	AA	AA	AA	AA
AN5004		induced by light	A-B	AA	A-B	AA
AN8339		induced by light	AA	AA	AA	AA
AN8641		induced by light	A-B	AA	A-B	AA
Carbohydrate metabolism						
AN8138	*aglC*	α-galactosidase	A-B	AA	A-B	AA
AN2835		predicted D-arabinono-1,4-lactone oxidase activity	AA	AA	A-B	AA
AN8639		putative α,α-trehalose-phosphate synthase	AA	AA	A-B	A-B
AN10060		putative α-amylase	AA	AA	AA	AA
AN3200		putative β-glucuronidase	AA	AA	AA	AA
AN9180		putative transketolase	AA	AA	AA	AA
Other						
AN2470		cellular response to nitrosative stress	AA	AA	AA	AA
AN8637	*catA*	conidia-specific catalase	AA	AA	AA	AA
AN2581	*hk-8-1*	putative histidine-containing phosphotransfer protein	AA	AA	AA	AA
AN7945	*hk2*	putative histidine-containing phosphotransfer protein	AA	AA	AA	AA
AN9005		putative polyketide synthase	AA	AA	AB	AB

AA—regulated putatively by AtfA but not by AtfB. AB—Regulated putatively by both AtfA and AtfB; deletion of either *atfA* or *atfB* reduces the gene activity to the level of the double mutant. A-B—Regulated putatively by both AtfA and AtfB; deletion of *atfA* and/or *atfB* reduces only partially the gene activity.

## Data Availability

Transcriptome data sets are available with the GSE220052 accession number of the Gene Expression Omnibus database (GEO; http://www.ncbi.nlm.nih.gov/geo/, accessed on 25 January 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12030463/s1, Figure S1: Identification of potentially AtfA and AtfB dependent genes; Figure S2: Principal component (PC) analysis of the transcriptomes; Figure S3: Transcriptional profile of *easB* encoding the polyketide synthase of the Emericellamide secondary metabolite cluster in mycelial samples; Table S1: Lists and characteristics of AtfA- and AtfB-dependent genes; Table S2: List, characteristics and RPKM values of genes that showed both AtfA- and AtfB-dependence in mycelial and conidial samples; Table S3: Results of the gene set enrichment analyses for AtfA- and AtfB-dependent genes; Table S4: Characterization of AtfA- and AtfB-dependent genes by their known or putative functions.

How the deposited data were processed for this re-analysis (not part of the article)

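RNA was sequenced from mycelia and conidia of 4 *A. nidulans* strains, the control THS30.3, the single mutants Δ*atfA* and Δ*atfB*, and the double mutant Δ*atfA*Δ*atfB*. Each strain was grown on plates at 37 °C with or without menadione sodium bisulfite (MSB). The labels give the dose as 0.04 Mm, taken here as mM, and the paper's methods print 0.04 without a unit. Mycelia came from cultures 20 to 33 h old, collected before conidiophores formed, and conidia from cultures 3 days old. The age of each mycelial culture is not stated per sample, so an age difference between groups was not tested. Every combination of cell type, strain and treatment has 3 libraries, 48 in all. The genotype label of the double-mutant libraries names *atfB* in both places, and they were taken as Δ*atfA*Δ*atfB* from their titles and from the paper.

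The authors checked reads with FastQC and aligned single reads to the FGSC A4 genome with HISAT2 2.1.0. They deposited 1 table of 10988 genes with a count of reads per gene for every library. The counting tool, the annotation version and any use of strand are not stated, so reads of overlapping or antisense genes and of near-identical copies may be divided between them. For RPKM the authors divided each count by the gene length in the table and by the library's total with the edgeR rpkm function. RPKM computed again from the deposited counts, lengths and totals differed from theirs by a relative 5.1e-15 at most, so no further scaling factor is in them. The authors called differentially expressed genes with DESeq2 1.24.0 and took the batch of the conidial libraries into account.

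The plan made before the table was seen assumed RPKM alone and a limma fit on log2 RPKM. Since the table also holds counts, edgeR's quasi-likelihood test on the counts became the test reported, with the same groups, batch term, filter and thresholds. The planned limma fits are reported as alternatives. Counts summed over genes ranged from 12974631 to 36314359 per mycelial library (median 21308981) and from 8426329 to 24958904 per conidial library (median 16584014). The paper gives 14 to 39 M and 10 to 28 M sequenced reads for the 2 cell types, and all values here use the gene counts. Group medians ran from 16946764 (MSB-treated Δ*atfB*) to 26737604 (untreated Δ*atfB*) in mycelia, and from 13847246 (untreated control) to 20890129 (untreated Δ*atfA*) in conidia. With 3 libraries per group, the spread between replicates and not the depth sets the precision of abundant genes. Pearson correlations of log2 RPKM between replicates were 0.9376 to 0.9944 over 48 pairs.

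Conidial replicates 1 and 2 of every group belong to batch 1 and replicate 3 to batch 2, by the labels. Batch was therefore a term of the conidial model, and batch 1 was also analysed alone. Batch 2 has 1 library per group and gives no fit of its own. Mycelial libraries are of 1 batch. Each cell type was fitted by itself, with all 24 libraries in 1 model of strain by treatment.

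Genes with at least 0.5 RPKM in at least 3 libraries of a cell type were tested, 9199 in mycelia and 10143 in conidia. Libraries were scaled by relative log expression factors. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 with a log2 fold change above 1 or below −1. The comparisons were MSB against untreated in the control strain, each mutant against the control within each treatment, the Δ*atfA*Δ*atfB* strain against each single mutant, and the interaction of each single deletion with MSB. AtfA- and AtfB-dependent genes and their kinds follow the paper's set definitions, applied to these calls. The paper states no p threshold for differential expression. The 80 gene groups of Table S4 were tested with one-sided Fisher's exact tests against the genes tested in the cell type, adjusted within each set. Single values of 3 against 3 libraries were compared with two-sided exact permutation tests, whose smallest p is 0.1. Principal components were taken from log2(RPKM + 0.1), centred per gene and not scaled. The set tests of Table S3 are not used here, and the numbers of genes that differ between the double and the single mutants are not reported here.

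Genes are named by a rule set before the data were examined. It takes (a) the genes the paper names in its results, Figs. 1 and 2 and Table 5, whose means in Table S2 had been seen. It also takes (b) the 5 most raised and 5 most lowered genes of each MSB, Δ*atfA* and Δ*atfB* comparison. These had to pass the test, keep all 3 libraries of a group on 1 side of the other group's, and reach a mean of 10 RPKM in 1 group. Further, it takes (c) up to 4 members of a described list with the largest fold changes among those called, besides members the paper names. Last, it takes (d) all members of the asexual development, spore and HOG lists. Genes outside the rule are marked where they are named. Names come from the paper's supplementary tables and from a table of the ASM1142v1 assembly, used for names alone, in which 10029 of the gene IDs were found.

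Alternatives were limma on log2 RPKM with pseudocounts of 0.1, 0.01 and 1, limma-voom, no low-value filter, no rescaling beyond library size, fits of only the groups compared, a replicate block, an adjusted p below 0.1, all genes as the background of the exact tests, no batch term, batch 1 alone, and each library left out in turn. TMM factors, DESeq2 and leaving out the conidial libraries labelled Δ*atfB* were added after the data were seen. The last was added because these libraries hold *atfB* reads near the control level, and they are written as the libraries labelled Δ*atfB* throughout.

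The procedure was tested on simulated counts for Δ*atfA* against the control in untreated cultures, with 50 genes changed per fold size. In mycelia (9151 genes tested) edgeR called 48, 49, 50 and 49 of 50 genes at log2 changes of 1.5, −1.5, 3 and −3. In conidia (10057 genes) it called 46, 42, 49 and 50. Of the unchanged genes 4 and 5 were called. The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with matplotlib 3.10.9.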

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

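The tests on the *atfB* reads of the conidial libraries labelled Δ*atfB* were chosen only after the result was seen. The splits of the libraries were planned.

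The paper does not report *atfB* in its Δ*atfB* conidia, and a signal stands there, at 257 RPKM in untreated and 192 in MSB-treated libraries. This is above the 2.25 and 2.44 RPKM of the Δ*atfA*Δ*atfB* conidia, which carry the same deletion by label. The edgeR log2 fold changes against the control were −0.61 and −0.79 (adjusted p = 0.159 and 0.142). In mycelia the label rests on few reads, with *atfB* on MSB at 56.4% of the control level in the Δ*atfB* strain.

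Mix-ups with control conidia are argued against by the control libraries and by AN6798, which was low in the Δ*atfB* strain alone (61.2 RPKM in untreated Δ*atfA*Δ*atfB* conidia), so it marks that strain and not the loss of *atfB*. Control conidia under a wrong label would hold AN6798 at the control level, but the untreated libraries held it at a ratio of 0.088, and a swap would leave a control library without *atfB*, when the lowest stood at 82.2% of its group mean. A mix of Δ*atfB* conidia with conidia that carry *atfB* would keep both genes in equal shares, and the share of *atfB* kept was 9.49 times that of AN6798. Reads from a part of *atfB* left in the deletion allele, or an *atfB* that is not deleted in these conidia, may be the source, but counts per gene do not show which part was read, and untreated Δ*atfA*Δ*atfB* conidia held only 4.67% of the *atfB* level of Δ*atfA* conidia, so this stays open. No biological explanation was tested, the paper gives no RT-qPCR or protein measure of *atfB*, and every AtfB result in conidia rests on the label.

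Another effect of the Δ*atfA* deletion on MSB than in untreated mycelia was found for 974 genes by the test of the interaction. Of 25 splits of the libraries by treatment 1, the real one, gave as many, and the highest of the others gave 758. Splits that exchange different numbers of libraries in the strains let the MSB response of the control enter the difference, and mixed treatments widen the spread within groups. For this and the next 3 counts the splits therefore do not decide on chance.

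For the Δ*atfB* deletion in mycelia the same test gave 432 genes. Here 4 of 25 splits gave as many. The highest, 1397, left the control libraries in place and 1 of 3 Δ*atfB* libraries, so the response to the treatment enters the difference.

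In conidia the test of the interaction with the Δ*atfA* deletion passed for 832 genes, 451 up and 381 down. Here 2 of 25 splits gave as many, the highest 1519 with the control in place and 1 of 3 Δ*atfA* libraries in place. The number turns on single libraries. Without MSB Δ*atfA* replicate 2 it was 223 up and 217 down, and without MSB Δ*atfA* replicate 3 it was 756 and 742, while batch 1 alone gave 943 and 880.

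No gene passed for the libraries labelled Δ*atfB* in conidia with edgeR, with 1053 genes at an unadjusted p below 0.05, and DESeq2 gave 33 up and 13 down. The highest of the other splits gave 586, with the control in place and 1 of 3 Δ*atfB* libraries.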

How the results depend on the processing

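Settings called added below (TMM factors, DESeq2, no libraries labelled Δ*atfB*) were chosen only after the data were seen, and the other settings before. Results are the numbers of genes up and down per comparison, the dependent sets, the groups of Table 4 in excess and the fold changes of *atfA* and *atfB*, 64 in all. A group is counted as in excess at an unadjusted Fisher's exact p below 0.05, and fewer groups pass after adjustment.

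Signs were checked only for genes taken by parts (a), (b) and (d) of the naming rule. None of their fold changes past the thresholds changed sign. Without rescaling the balance of genes up and down turned in several conidial comparisons. All 64 kept their direction, their side of the threshold or a count within 1.5 times under limma with a pseudocount of 0.01, limma-voom and no low-value filter. All 33 conidial ones did so without the batch term, the 6 on groups of Table 4 with all genes as background, and the 16 that need no library labelled Δ*atfB* without those libraries (added). The numbers kept were 63 under limma with a pseudocount of 0.1, 63 with TMM (added), 62 with DESeq2 (added), 61 in fits of only the groups compared, 61 at an adjusted p below 0.1, 44 without rescaling, 41 under limma with a pseudocount of 1, and 23 of 33 with batch 1 only. All settings chosen beforehand were run.

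Limma with a pseudocount of 1 shrinks fold changes of genes with low RPKM by its construction. In mycelia it gave 335 genes up on MSB. It gave 476 down in untreated Δ*atfA*, 115 up and 92 down in Δ*atfB* and 255 down in Δ*atfA*Δ*atfB*. On MSB it gave 169 up and 303 down in Δ*atfA*, 98 and 37 in Δ*atfB* and 159 down in Δ*atfA*Δ*atfB*. AtfA-dependent genes were 172 untreated and 127 on MSB, AtfB-dependent genes 52 and 2, and 3 groups of Table 4 were in excess on MSB. In conidia it gave 65 up in untreated libraries labelled Δ*atfB*, 886 up in Δ*atfA* on MSB, an interaction with the Δ*atfB* label for 10 up and 2 down, and 1 group in excess among AtfB-dependent genes. AtfA-dependent genes of all 4 sets were 48. In mycelia the log2 fold change of *atfB* was −0.76 on MSB and −0.70 in untreated Δ*atfA*. The latter was −0.97 with a pseudocount of 0.1 and −0.99 with TMM (added). It lies close to the fold threshold, so a small shift ends the call.

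Without rescaling the conidial counts moved toward upregulation, as the scaling factors differ between strains. Untreated there were 4343 up and 1126 down in Δ*atfA*, 615 and 186 in the libraries labelled Δ*atfB*, and 4482 and 1072 in Δ*atfA*Δ*atfB*. On MSB there were 3590 and 874, 181 and 68, and 3807 and 875. With rescaling more genes were down than up in all of these. The interaction with Δ*atfA*, 451 up and 381 down with it, was 326 and 525. AtfA-dependent genes were 876 and 733, AtfB-dependent genes 218 and 69. Groups of Table 4 in excess were 6 and 2 for AtfA and 1 for AtfB in untreated conidia, and 3 genes depended on AtfB alone.

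Fits of only the groups compared gave 60 (untreated) and 171 (MSB) genes up in conidial libraries labelled Δ*atfB* and 6 genes that depended on AtfB alone. The cause was not tested. At an adjusted p below 0.1 more genes pass by construction, with 6 up and 3 down for the interaction with the Δ*atfB* label in conidia and 26 genes that depended on AtfB alone. DESeq2 (added) gave 33 and 13 for that interaction. The cause was not tested.

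Batch 1 only leaves 2 libraries per group. For the libraries labelled Δ*atfB* it gave 293 up and 559 down untreated, 190 and 337 on MSB, and an interaction for 89 and 116. For Δ*atfA* the interaction gave 943 and 880. AtfB-dependent genes on MSB were 247, and 1 group of Table 4 was in excess among AtfB-dependent genes of untreated conidia. The cause was not tested.

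Leaving out 1 library at a time moved 14 results. In mycelia AtfB-dependent genes on MSB ranged from 6 without MSB Δ*atfA*Δ*atfB* replicate 3 to 13 without its replicate 1. The *atfB* log2 fold change in untreated Δ*atfA* mycelia ranged from −1.15 without control replicate 3 to −0.96 without control replicate 2, and on MSB from −1.06 to −0.70 without Δ*atfA* replicates 1 and 2. In conidia the libraries labelled Δ*atfB* gave 54 to 176 up and 229 to 414 down untreated, without control replicates 1 and 3. On MSB they gave 26 up without control replicate 2 and 67 without control replicate 3, and 78 down without Δ*atfB* replicate 2 and 188 without control replicate 3. The interaction with Δ*atfA* gave 223 to 756 up and 217 to 742 down, without MSB Δ*atfA* replicates 2 and 3. That with the Δ*atfB* label gave 0 to 22 up and 0 to 36 down, highest without untreated control replicate 3. AtfB-dependent genes on MSB ranged from 78 to 164 without Δ*atfB* replicates 2 and 3. Groups of Table 4 in excess among AtfB-dependent genes of untreated conidia ranged from 1 without Δ*atfA*Δ*atfB* replicate 3 to 3 without control replicate 3. Genes that depended on AtfB alone ranged from 4 without untreated control replicate 1 to 25 without untreated control replicate 3.

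The replicate numbers do not pair the samples. Correlations between groups of residuals with the same number lay between −0.2 and 0.3 in mycelia and between −0.23 and 0.37 in conidia, and exceeded 0.1 in all 3 replicates only for the conidial libraries labelled Δ*atfB* against the control on MSB (0.19, 0.24 and 0.37). With the replicate block all 64 results kept their side, and the Δ*atfA* effect on *atfB* in untreated mycelia was −1.03 on the log2 scale.

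Depth limits genes of few reads. In mycelia *atfB* had 42 to 49 counts per MSB-treated control library, and genes under 0.5 RPKM were not tested. Leaving out a library from a group of 3 keeps 2, whose spread is taken from all groups.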

Differences from the paper's values

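Of 173 values compared, 11 differ by more than 1.5 times. Of the 115 gene counts taken from the paper's main text, 84 lay within 10% of it. Larger sets differ inside the limit of 1.5 times: MSB-responsive genes of mycelia, 558 up and 729 down here, are fewer than the paper gives. The tallies with TMM factors and DESeq2 were chosen only after the values were seen, the other settings before the data were examined. The paper states no p threshold for differential expression, so its counts stand beside counts at an adjusted p below 0.05. Settings named as closing a difference bring the count within 1.5 times of the paper's, and the settings not named leave it. Fits that leave out 1 library are listed after the 11.

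In MSB-treated mycelia the paper gives 2 AB genes and 1 was found here. An adjusted p below 0.1 closes this (3), and the other 8 settings chosen beforehand do not (0 or 1). TMM (2) and DESeq2 (2), chosen after the values were seen, close it too. Of the 9 AtfB-dependent genes that Table S1 lists for these cultures TMM drops 1 and DESeq2 0. The paper gives 2 A-B3 genes there and 0 were found here with edgeR. None of the 9 settings chosen beforehand with all libraries and neither added one closes this, with 1 under limma with a pseudocount of 0.01, limma-voom and the replicate block, and 0 under the others.

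In MSB-treated conidia the paper gives 1 BB gene and 0 were found here, which an adjusted p below 0.1 closes (1) and the other 10 settings chosen beforehand do not (0, or 2 with batch 1 only). The paper's 8 A/B genes stand against 3 here, closed by an adjusted p below 0.1 (8) and not by the others (0 to 4). Its 2 A-B1 genes stand against 0 here, closed by an adjusted p below 0.1 (2) and batch 1 only (3) and not by the others (0 or 1). Its 12 A-B2 genes stand against 7 here, closed by limma with pseudocounts of 0.1 (8) and 0.01 (10) and an adjusted p below 0.1 (13), and not by the others (4 to 7). DESeq2, chosen after the values were seen, closes all of these (1, 8, 2 and 18) and drops 2 of the 155 AtfB-dependent genes that Table S1 lists for these conidia.

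Genes upregulated in the Δ*atfB* strain on MSB and shared by mycelia and conidia are 7 in the paper and 2 here. Limma with pseudocounts of 0.1 (5) and 0.01 (8) and an adjusted p below 0.1 (8) close this, and the other 8 settings chosen beforehand do not (1 to 3, or 11 without rescaling, 17 in fits of only the groups compared and 18 with batch 1 only). DESeq2 (10), chosen after the values were seen, closes it, and how many of the paper's genes it drops was not counted, since Table S1 lists no upregulated genes. The paper gives 1 AtfB-dependent gene on MSB shared by both cell types and 0 were found here. Limma with pseudocounts of 0.1 and 0.01 and an adjusted p below 0.1 give 1, the other 8 settings chosen beforehand 0, and DESeq2, chosen after the values were seen, 1.

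Genes upregulated by MSB in both cell types of the control are 45 in the paper and 28 here. No rescaling (35), fits of only the groups compared (38), an adjusted p below 0.1 (36) and batch 1 only (33) close this, and the others do not (14 to 29). TMM (31) and DESeq2 (33), chosen after the values were seen, close it as well, with the genes dropped not counted for the reason above. AtfB-dependent genes that never depended on AtfA are 23 in the paper's text and 15 here, and Table S1 by its own columns holds 21. Limma with pseudocounts of 0.1 (17) and 0.01 (18), an adjusted p below 0.1 (26) and batch 1 only (17) close this, and the others do not (3 to 15). DESeq2 (21), chosen after the values were seen, closes it and drops 0 of those in Table S1. Genes of the AN9005 cluster among the AtfA-dependent genes of untreated mycelia are 2 in the paper and 1 here. No low-value filter (2) closes this, and the other 8 settings chosen beforehand and both added ones do not (0 or 1).

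Leaving out 1 library closes the AB difference (2 genes) without MSB control replicate 1 or 3, Δ*atfA* replicate 3, Δ*atfB* replicate 1 or Δ*atfA*Δ*atfB* replicate 2. The A-B3 difference (2) closes without MSB Δ*atfB* replicate 2. In conidia the BB difference (1) closes without untreated Δ*atfB* replicate 2 or MSB Δ*atfA*Δ*atfB* replicate 3, and the A/B difference (7) without MSB Δ*atfA* replicate 2. The A-B2 difference (8 to 12) closes without untreated Δ*atfA* replicate 3, MSB Δ*atfA* replicate 1 or 2, untreated Δ*atfB* replicate 1 or 2, or untreated Δ*atfA*Δ*atfB* replicate 1. The shared genes upregulated in Δ*atfB* (5 or 6) close without conidial untreated or MSB Δ*atfA* replicate 3 or MSB Δ*atfA*Δ*atfB* replicate 3. The shared AtfB-dependent gene (1) appears without conidial untreated Δ*atfA* replicate 3, MSB Δ*atfA* replicate 1 or untreated Δ*atfB* replicate 1 or 2, or without mycelial MSB control replicate 3 or MSB Δ*atfB* replicate 1. The shared MSB-upregulated genes (30 to 32) close without conidial untreated Δ*atfA* or Δ*atfA*Δ*atfB* replicate 3, or mycelial untreated control replicate 1 or 3 or MSB control replicate 2. Genes that depended on AtfB alone (16 to 25) close in 12 of the 48 such fits, with 25 without conidial untreated control replicate 3, 19 without MSB control replicate 3 and 16 or 17 in the others. The A-B1 and AN9005 cluster differences close in none.

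Some statements on single genes differ as well. The paper finds no A-B5 gene, and here *atfB*, the deleted gene itself, met that pattern in untreated mycelia. In Fig. 2 the paper places AN9320 (mycelia) and AN10995 (untreated conidia) among A-B3 genes. Its legend gives the AN9320 cultures as untreated and Table S2 as MSB-treated. Here AN9320 was an A/B gene in MSB-treated mycelia and in no dependent set untreated, and AN10995 was an A/B gene. Limma with a pseudocount of 0.01, limma-voom, the replicate block and the fit without MSB Δ*atfB* replicate 2 make AN9320 an A-B3 gene on MSB. For AN10995 an adjusted p below 0.1, fits of only the groups compared and DESeq2 (chosen after the values were seen) do so, as do the fits without untreated Δ*atfA* replicate 2, MSB control replicate 3 and MSB Δ*atfA*Δ*atfB* replicate 3. In Table 5 the paper lists AN9005 as an AA gene of untreated mycelia, where its mean of 0.233 RPKM in the control kept it from being tested here, and no low-value filter gives AA. The table lists *ccgA* as an A-B gene of MSB-treated conidia, and it was an AA gene here under all settings chosen beforehand, and an A-B2 gene with DESeq2 (chosen after the values were seen). It lists AN0693 as an AA gene of untreated mycelia, and it was an A-B4 gene here, and an AA gene with limma at pseudocounts of 0.1 and 0.01, with DESeq2, and without untreated control replicate 1 or 2 or Δ*atfB* replicate 2 or 3. The other kinds of Table 5 match.

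The paper names *agdB* and *amyB* among the genes that depended on AtfB alone. Here *agdB* was a BB gene of untreated conidia but an AA gene of mycelia in both cultures, as in Table S1. It was in no dependent set of untreated conidia with limma at any pseudocount, limma-voom, no rescaling, fits of only the groups compared and the replicate block. The same holds without untreated control replicate 1, Δ*atfA* replicate 3 or any 1 of the Δ*atfA*Δ*atfB* replicates. *amyB* was in no dependent set here, and was a BB gene at an adjusted p below 0.1, without untreated Δ*atfA* replicate 2, without untreated Δ*atfA*Δ*atfB* replicate 2 and with DESeq2. *calA* and AN2099, which the paper names beside them, were among the 15.

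Membership was also compared with Table S1. For AtfA the sets shared 304 of the paper's 329 genes in untreated mycelia, 226 of 240 on MSB, 1465 of 1496 in untreated conidia and 1120 of 1143 on MSB. For AtfB they shared 88 of 96, 7 of 9, 408 of 439 and 133 of 155. Of the 87 genes that were AtfA-dependent in all 4 sets of Table S1, 82 were so here. The group means of Table S2 match the deposited RPKM within 1% for all 99 mycelial and 460 conidial genes, and the *atfA* and *atfB* values of Fig. 1 match too.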

Other observations

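On MSB, the Δ*atfB* and Δ*atfA* strains differed from the control in opposite directions for 3 genes of conidiophore development in mycelia, which the paper does not describe. The *atfB* reads are a weak check of the deletion there, and the Δ*atfB* strain also lost AN6798, which the Δ*atfA*Δ*atfB* strain kept. The age of each culture is not stated, so a cause of these changes was not tested. The regulator gene *brlA* (AN0973) rose in the Δ*atfB* strain to 48.2 ± 20.6 RPKM untreated and to 10.1 ± 2.67 on MSB (SD, n = 3). The log2 fold changes were 1.65 and 2.00 (edgeR adjusted p = 0.00144 and 0.00113), with all 6 Δ*atfB* libraries above the control libraries of their culture. On MSB *ivoB* (AN0231) rose in the same strain to 71.5 ± 31.4 RPKM, a log2 fold change of 2.00 (edgeR adjusted p = 0.00133). The hydrophobin gene *rodA* (AN8803) rose to 76.4 ± 10.6 RPKM there, a log2 fold change of 2.25 (edgeR adjusted p = 0.0396), while in the Δ*atfA* strain it fell to 0.523 ± 0.0866, a log2 fold change of −4.92 (edgeR adjusted p = 0.00446). The *rodA* rise does not pass with limma-voom, nor without MSB control replicate 1 (2.25) or 3 (1.79), or without any 1 of the 3 Δ*atfB* libraries (2.17, 2.36 and 2.21). MSB itself moved such genes apart in the control strain. In mycelia it lowered *rodA* to 15.7 ± 11.8 RPKM and raised *abaA* (AN0422) from 1.74 ± 0.267 to 5.76 ± 0.938, log2 fold changes of −2.76 and 1.77 (edgeR adjusted p = 0.00474 and 5.84e-07). In conidia it raised *brlA* from 73.1 ± 17.4 to 266 ± 90.6 and *abaA* from 11.2 ± 3.1 to 68.2 ± 22.2 RPKM, log2 fold changes of 1.69 and 2.35 (edgeR adjusted p = 0.000149 and 8.74e-05).

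In several clusters of secondary metabolism most genes changed in 1 direction. All 3 penicillin genes were down in Δ*atfA* mycelia of both cultures and in Δ*atfB* mycelia on MSB, where *ipnA* (AN2622) fell to 2.42 ± 0.855 RPKM, a log2 fold change of −2.86 (edgeR adjusted p = 0.000394). In conidia MSB lowered 11 of 12 monodictyphenone genes in the control strain and raised 8 of 10 and 5 of 5 genes of the austinol clusters. Loss of *atfA* lowered 10 of 12 monodictyphenone genes in untreated conidia and 1 on MSB (2 up and 1 down without rescaling), a difference not shown by the edgeR interaction test, and raised all 5 terriquinone genes in both cultures. The aspercryptin genes, lowered in Δ*atfA* mycelia, were raised in Δ*atfA* conidia, 8 of 14 up and 1 down untreated and 9 up on MSB. These numbers are the same when adjusted over each list alone. Without rescaling the other counts ran in the same direction, with 6 monodictyphenone genes down in untreated Δ*atfA* conidia and 11 and 12 aspercryptin genes up in the 2 cultures. The defensin-like gene AN5046 (anisin-1) stood at 7.62 ± 2.8 RPKM in untreated control conidia and rose on MSB by a log2 fold change of 3.03 (edgeR adjusted p = 0.00302).

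The lists of development and signalling genes gave these counts. Of 13 asexual development regulators 2 were up and 1 down on MSB in control mycelia, 4 down in Δ*atfA* mycelia on MSB and 1 up in Δ*atfB* mycelia of both cultures. In conidia 3 were up on MSB, and 5 were up and 2 down in untreated Δ*atfA* conidia (9 and 1 without rescaling). Of the spore wall, pigment and spore-specific genes 6 were down and 1 up in untreated Δ*atfA* conidia (4 and 1 without rescaling), and 3 were up on MSB in control conidia. The 10 HOG pathway genes had median log2 fold changes of −0.117 to 0.103 in the 5 mycelial comparisons, and 3 were down and 2 up in untreated Δ*atfA* conidia (3 and 5 without rescaling). All 3 heat shock genes were up in Δ*atfB* mycelia on MSB, with *hsp90* (AN8269) at 1.13 and *hsp104* (AN0858) at 1.19 on the log2 scale (edgeR adjusted p = 0.00675 and 0.0222), and 2 were up in Δ*atfA* mycelia on MSB. Differences between the strains in these lists were not tested.

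The tests of conidia alone among the hyphae were chosen only after the result was seen, and the other tests of this part before. The genes that depend on AtfA in mycelia include genes of conidia and conidiophores, such as *catA* and, on MSB, *brlA*, so RNA of conidiophores or conidia in the control cultures is a candidate explanation for part of the set. For 17 genes abundant in conidia of both strains, 3 of them in the set, the median log2 fold change in untreated Δ*atfA* mycelia was −0.847 (interval −2 to −0.216), as fewer conidiophores or conidia would give, but *brlA* (27.6 ± 12 RPKM) and *ivoB* (316 ± 135) were not lower there. On MSB it was −0.227 over 37 genes (interval −1.24 to −0.0264, 4 of them in the set), which does not decide. Conidia alone are argued against: the third lowest of the 20 most abundant conidial genes (untreated AN11938, 10652 RPKM in conidia and 1.2 in mycelia of the control) allows a conidial share of 0.0112% untreated and 0.00781% on MSB, and 90.9% and 96.7% of the AtfA-dependent genes lost more than 10 times what that share could bring. RNA from conidiophore stalks and an effect of AtfA in the hyphae stay open, and the paper states that mycelia were collected before conidiophores formed. The set's own medians were −2.52 and −2.3, and 82 and 87 of its genes were higher in mycelia than in conidia of the control.

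The scaling factors of Δ*atfA* and control conidia differ by a ratio of 1.75 in untreated cultures. A few abundant genes could set it, since the 100 most abundant genes took 28.8% of the counts in control and 15.3% in Δ*atfA* conidia (28.6% and 18.4% on MSB), but without them the ratio was still 1.48, which does not decide. Without rescaling the median log2 fold change over all genes moved to 0.845 in Δ*atfA*, 0.372 in the libraries labelled Δ*atfB* and 0.911 in Δ*atfA*Δ*atfB* untreated, to 0.743, 0.283 and 0.768 on MSB, and to −0.133 for the interaction with Δ*atfA*. Whether the RNA content of conidia differs between strains was not measured.

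Comparisons against the same control libraries share their chance values. In mycelia the log2 fold changes of untreated Δ*atfA* and of MSB correlated at 0.43 with a covariance of 0.429, where simulated groups without any effect gave 0.458 and 0.0445. For untreated Δ*atfB* and MSB these were 0.0764 and 0.0391 against 0.491 and 0.0456. Both were down for 383 and 52 genes, and 64.7 and 12.9 for independent lists. Between the Δ*atfA* and Δ*atfB* comparisons the covariance in mycelia was 0.147 untreated and −0.0448 on MSB (simulated 0.0453 and 0.0587), and 0.631 and 0.497 in conidia (simulated 0.115 and 0.0995). Both were down for 73 and 17 mycelial genes (14.5 and 5.08 for independent lists) and for 249 and 126 conidial genes (70.5 and 20.7). The 3 controls cannot be split, so part of these overlaps may come with the shared controls. Between Δ*atfA* and Δ*atfB* mycelia on MSB the covariance had the opposite sign to the simulated one. It is taken over all genes and does not decide on the 17 genes down in both.

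For comparisons of 3 against 3 libraries the 10 splits are too few for a share under 0.05. Mycelia gave 1287 genes for MSB against at most 0 in the other splits, 1144 for untreated Δ*atfA*, 388 for Δ*atfB* and 644 for Δ*atfA*Δ*atfB* against 0 each, and 811, 281 and 434 on MSB against 1, 127 and 2. Conidia gave 1485 for MSB against 0, 3938, 454 and 3597 untreated against 1, 11 and 0, and 2825, 200 and 3045 on MSB against 0 each. For the AtfA-dependent genes 25 splits were used, the real one and others drawn at random, and only the real one gave as many. These genes numbered 328 and 239 in mycelia against at most 0 and 20, and 1476 and 1130 in conidia against 51 and 12. The other splits mix strains within groups, which widens the spread and leaves few calls, so they do not decide on chance.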
